# Environmental enrichment preserves a young DNA methylation landscape in the aged mouse hippocampus

**DOI:** 10.1038/s41467-021-23993-1

**Published:** 2021-06-23

**Authors:** Sara Zocher, Rupert W. Overall, Mathias Lesche, Andreas Dahl, Gerd Kempermann

**Keywords:** Epigenetics, Epigenomics, DNA methylation, Cognitive ageing, Epigenetics and behaviour

## Abstract

The decline of brain function during aging is associated with epigenetic changes, including DNA methylation. Lifestyle interventions can improve brain function during aging, but their influence on age-related epigenetic changes is unknown. Using genome-wide DNA methylation sequencing, we here show that experiencing a stimulus-rich environment counteracts age-related DNA methylation changes in the hippocampal dentate gyrus of mice. Specifically, environmental enrichment prevented the aging-induced CpG hypomethylation at target sites of the methyl-CpG-binding protein Mecp2, which is critical to neuronal function. The genes at which environmental enrichment counteracted aging effects have described roles in neuronal plasticity, neuronal cell communication and adult hippocampal neurogenesis and are dysregulated with age-related cognitive decline in the human brain. Our results highlight the stimulating effects of environmental enrichment on hippocampal plasticity at the level of DNA methylation and give molecular insights into the specific aspects of brain aging that can be counteracted by lifestyle interventions.

## Abstract (web summary)

Decline of brain function during aging is associated with epigenetic changes, including DNA methylation. Here the authors provide evidence that environmental enrichment delays age-related DNA methylation alterations in the mouse hippocampus.

## Introduction

Aging is associated with a progressive decline in brain function that manifests in cognitive impairments, increased risk for neurodegenerative diseases, and loss of neural plasticity. Lifestyle factors, including physical exercise, cognitive stimulation, and social interaction, attenuate age-related reductions of brain function in humans^1–4^, contributing to what is called “reserve” or “maintenance” of brain function^5,6^. In rodent models, environmental enrichment (ENR) has repeatedly demonstrated the beneficial effects of a stimulus-rich environment and behavioral activity on life-long brain plasticity and brain health^7–9^. In enriched environments, groups of rodents freely explore large cages equipped with frequently rearranged toys, providing physical, cognitive, sensory, and social stimulation^10^. ENR promotes the function of existing neurons and adult neurogenesis in the hippocampus^11,12^—a brain region with key roles in learning and memory, but high susceptibility to stress- and age-related impairments^13^. ENR-stimulated brain plasticity has been linked to numerous behavioral changes, including reduced anxiety, improved motor coordination, altered exploratory activity, and enhanced cognition^14–16^. In mouse models of age-related neurodegenerative diseases, ENR attenuated disease progression and ameliorated behavioral deficits after disease onset^17,18^. Similarly, aged rodents and animal models of accelerated aging showed improved learning and enhanced brain plasticity when housed in ENR^19–24^. How ENR and lifestyle factors counteract aging effects at the molecular level is largely unknown, but could provide potential therapeutic targets to combat age-related cognitive decline^9^. Therefore, we set out to investigate the molecular mechanisms that link environmentally induced brain plasticity with improved brain maintenance during aging.

Genome-wide DNA methylation changes are hallmarks of cellular aging^25^ and are used as biomarkers of the aging process^26^. In the hippocampus, the aging-induced dysregulation of the DNA methylation machinery is involved in the development of cognitive impairments^27,28^. Proper control of neuronal DNA methylation patterns in the adult brain is crucial for dynamic gene expression changes associated with synaptic plasticity and memory formation^29–31^. The sensitivity of neuronal methylomes to environmental stimuli, such as maternal behavior^32^, learning stimuli^33^, or isolated neuronal activation^34^, contributes to the molecular mechanisms underlying experience-dependent brain plasticity^35^. Conversely, aberrant changes of neuronal DNA methylation patterns have been described in aging^36,37^ and in age-related disorders, such as Alzheimer’s disease^38,39^. Reversal of age-related DNA methylation changes has been proposed to be a fundamental mechanism of interventions that delay aging-induced tissue degeneration^40^. Since neuronal DNA methylation patterns are plastic and sensitive to environmental experiences, behavioral interventions could potentially rescue aberrant DNA methylation changes and thereby promote brain health in old age. Previous studies already suggested that ENR can modify epigenetic modifications, including DNA methylation, in the brain^41–43^, but whether those changes interact with age-related DNA methylation changes remained unexplored.

In this work, we investigate the influence of ENR on DNA methylation patterns in the hippocampal dentate gyrus and find that ENR counteracts aging-induced DNA methylation changes at genes related to neuronal plasticity and adult hippocampal neurogenesis. Our results highlight the potential of lifetime experiences to influence brain health in old age and provide a possible mechanism underlying the effects of lifestyle factors on brain aging.

## Results

### ENR modifies DNA methylation patterns in the adult dentate gyrus

To first investigate whether ENR changes DNA methylation patterns in the adult dentate gyrus, we performed a pilot experiment and kept female C57BL/6JRj mice in ENR or standard housing cages (STD) for three months starting at an age of six weeks. For the particular ENR paradigm used here, our previous studies had already confirmed the stimulating effect on adult hippocampal neurogenesis and hippocampus-dependent memory and learning^15,16^. We performed genome-wide DNA methylation profiling on micro-dissected dentate gyrus tissue of three animals per group by reduced representation bisulfite sequencing (RRBS)^44,45^. No ENR-induced changes in global CpG methylation levels were detected (Fig. 1a), underscoring general genomic stability after ENR. Nevertheless, ENR modified methylation levels at 11,101 individual CpGs, i.e., 1.25% of all covered CpGs (Fig. 1b). Differentially methylated CpGs (dmCpGs) were depleted at CpG islands, CpG island shores, promoters, and exons but enriched at enhancers, introns, and intergenic regions of the genome (Fig. 1c). In addition, ENR changed methylation at 0.019% of CpHs (in total only 750 differentially methylated CpHs; dmCpHs), which showed a similar genomic distribution to dmCpGs but no enrichment at enhancers (Supplementary Fig. 1; Supplementary Data 1). Thus, ENR changed methylation in the dentate gyrus predominantly at CpGs located within regulatory genomic regions.

**Fig. 1:**
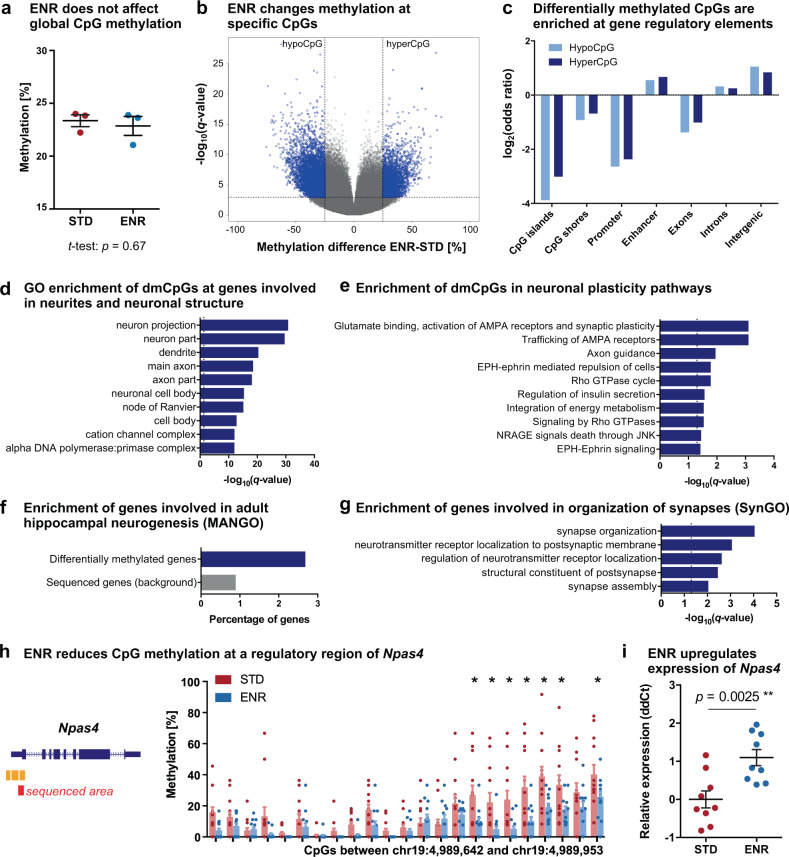
Environmental enrichment changes CpG methylation in the adult dentate gyrus at genes with a known role in neuronal plasticity, hippocampal neurogenesis, and synapse organization. RRBS was performed on the dentate gyrus of 4.5-month-old mice housed in environmental enrichment (ENR) for three months and age-matched standard housed mice (STD; *n* = 3 individual mice per group). **a** ENR does not change global CpG methylation. Presented are data points for each mouse with group means ± standard errors of the mean (SEM); *p*-value is from two-sided, unpaired *t*-test. **b** Volcano plot highlighting ENR-induced differentially methylated CpGs (dmCpGs; methylation difference >25% and *q* < 0.001; linear regression with multiple testing correction using SLIM, see “Methods”) in blue. Among the dmCpGs, 67.6% decreased methylation (hypoCpG) and 32.4% increased methylation in ENR (hyperCpG). **c** Genomic distribution of dmCpGs. HypoCpG and hyperCpG are depleted at CpG islands, CpG island shores, promoters, and exons (log_2_(odds ratio) < 0) and enriched at enhancers, introns, and intergenic regions (log_2_(odds ratio) > 0). Adjusted *p*-values < 0.001 for all regions (one-sided linear regression with multiple testing correction using false discovery rate; FDR). **d** Top ten significantly enriched cellular components from gene ontology (GO) enrichment analysis with differentially methylated genes (373 genes). Genes with at least four differentially methylated cytosines were used for enrichment analyses. **e** Top ten significantly enriched pathways of ENR-induced differentially methylated genes from the Reactome database. **f** Genes functionally involved in hippocampal neurogenesis (as annotated in the MANGO database) are enriched among ENR-induced differentially methylated genes (one-sided hypergeometric test: *p* = 0.0020). **g** Differentially methylated genes are involved in synapse organization and signaling. Depicted are significantly enriched biological processes from the SynGO database. The term “regulation of neurotransmitter receptor localization” was shortened from “regulation of neurotransmitter receptor localization to postsynaptic specialization membrane”. **h** Validation of ENR-induced CpG methylation changes at *Npas4* using targeted bisulfite sequencing of the dentate gyrus from 12 individual mice per group (right panel). Methylation levels were compared at individual CpGs using repeated two-sided, unpaired *t*-tests with FDR correction (*adjusted *p* < 0.05). Depic*t*ed are individual data points for each mouse and bars with means + SEM. The left panel shows the location of the sequenced area (red bar) relative to *Npas4* exons and regulatory regions annotated by ENCODE (orange bars). **i** Quantitative polymerase chain reaction showed increased expression of *Npas4* in the dentate gyrus of ENR compared to STD mice (*p*-value from two-sided, unpaired *t*-test; *n* = 9 mice per group). Depicted are individual data points for each mouse and means ± SEM. Dashed lines in (**d**)–(**e**), (**g**) indicate significance thresholds of *q* < 0.05.

To explore the neuronal processes that are regulated by ENR, we performed gene set enrichment analysis with the 373 ENR-induced differentially methylated genes using expert-curated knowledge bases. Gene ontology (GO)^46^ and Reactome pathway analyses^47^ showed that ENR-induced dmCpGs were enriched at genes involved in structural components of neurons, such as “axon part”, “dendrite”, and “dendritic spine” (Fig. 1d), and at genes with known functions in synaptic plasticity pathways, including glutamate receptor signaling and axon guidance (Fig. 1e; Supplementary Fig. 2; Supplementary Data 2). Enrichment analysis for genes from the mammalian adult neurogenesis gene ontology (MANGO)^48^ highlighted that ENR changed DNA methylation at genes with described function in hippocampal neurogenesis, such as *Fgfr1*, *Gria1*, *Nfatc4*, *Ntf3*, *Flt1*, and *Thrb* (Fig. 1f). In addition, enrichment analysis using the synaptic gene ontologies (SynGO) knowledgebase^49^ suggested that ENR-induced differentially methylated genes are enriched at genes involved in synaptic assembly, organization of post-synapses, and neurotransmitter signaling (Fig. 1g). These results indicated that ENR regulates pathways involved in neuronal plasticity and adult hippocampal neurogenesis in the murine dentate gyrus.

To validate the ENR-induced DNA methylation changes detected by RRBS, we performed targeted bisulfite sequencing of the activity-dependent transcription factor *Npas4*, which is known to mediate ENR-dependent hippocampal plasticity^50^. We confirmed the ENR-induced hypomethylation at several CpGs in the promoter region of *Npas4* (Fig. 1h; *n* = 12). Moreover, DNA methylation changes were associated with increased levels of *Npas4* transcript in the dentate gyrus of ENR compared to STD mice (Fig. 1i), suggesting a potential relationship between ENR-induced DNA methylation and gene expression changes.

### Age-related DNA methylation changes in the mouse dentate gyrus

To investigate the influence of ENR on age-related DNA methylation changes in the dentate gyrus, RRBS was performed on dentate gyrus tissue from young (6.5-week-old) and aged (14-month-old) mice, which had lived in STD or ENR for 4 days (young) or over a year (aged). Previous studies showed that 14-month-old mice exhibit age-related behavioral deficits, including reduced locomotor activity, increased anxiety-like behavior, and decreased spatial memory^51^, as well as changes in brain synapse composition that relate to reduced neuron function^52^.

To determine age-related DNA methylation changes in the dentate gyrus, we compared DNA methylation profiles between young STD mice and aged STD mice and detected 41,961 dmCpGs and 6600 dmCpHs (Supplementary Fig. 3a–c; Supplementary Data 3). While most dmCpGs were hypomethylated in aged mice (77.93% of dmCpGs), aging predominantly increased methylation of CpHs (74.05% of dmCpHs). The gene locations of aging-induced methylation changes in the dentate gyrus were significantly enriched with genes previously reported to exhibit age-related methylation changes in different tissues (Supplementary Fig. 3d). In addition, more than 92.0% of the here identified age-related differentially methylated genes have been shown to change methylation during aging in the mouse hippocampus by two independent studies^36,53^ (Supplementary Fig. 3d), highlighting the robustness of aging-associated DNA methylation changes in the brain.

We found that age-related differentially methylated genes were significantly enriched in pathways related to neuronal plasticity, neuronal signaling, and energy metabolism (Supplementary Fig. 3e; Supplementary Data 4). Remarkably, enriched pathways of genes with age-related DNA methylation changes overlapped significantly with enriched pathways of ENR-induced differentially methylated genes in the non-aged brain (hypergeometric test: *p* = 2.1 × 10^−12^), which suggested that aging and ENR changed DNA methylation at genes involved in similar pathways.

### ENR counteracts age-related DNA methylation changes

To investigate the effect of life-long ENR on aging, we first compared global aging-induced DNA methylation changes between STD and ENR mice. In STD mice, aging was associated with a global 13.81% decrease in CpG methylation (Fig. 2a), which is in accordance with the predominant CpG hypomethylation found at the individual CpG level (compare Supplementary Fig. 3). In contrast, aged ENR mice did not show significant global CpG methylation differences compared to young STD mice, suggesting that the age-related global CpG hypomethylation in the dentate gyrus is at least partially prevented by ENR. No ENR- and age-related global methylation changes were seen in the CpH context (Supplementary Fig. 4).

**Fig. 2:**
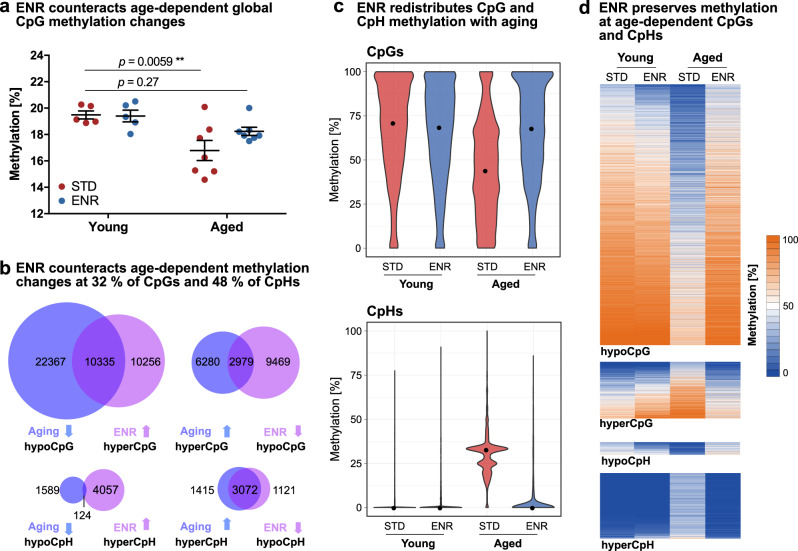
Environmental enrichment protects the dentate gyrus from age-related CpG and CpH methylation changes. DNA methylation profiles of young mice housed in ENR or STD for four days (Young ENR; Young STD; *n* = 5) and aged mice housed in ENR or STD for one year (aged ENR; Aged STD; *n* = 7) as determined by RRBS. **a** Aging decreases global CpG methylation in STD but not in ENR mice (*p*-values from two-way ANOVA with Dunnett’s post hoc test; depicted are means ± SEM). **b** Aging and ENR induce opposite DNA methylation changes. Overlap of aging-induced hypoCpG with ENR-induced hyperCpG in aged mice (top left) and aging-induced hyperCpGs with ENR-induced hypoCpGs (top right). Overlap of aging- and ENR-induced CpH methylation changes (bottom). Significant overlaps with *p* < 1 × 10^−100^ for all comparisons as determined by one-sided hypergeometric tests. **c** Age- and ENR-dependent changes of the distributions of methylation percentages of the 13,314 CpGs and 3,196 CpHs counteracted by ENR. Medians of methylation percentages per group are highlighted as black dots (CpGs; Young STD: 71.05%, Young ENR: 68.57%, Aged STD: 44.03%, Aged ENR: 67.93%. CpHs; Young-STD: 0%, Young-ENR: 0%, Aged-STD: 32.85%, Aged ENR: 0%). **d** Heatmaps depicting the absolute methylation percentages in the individual groups at individual CpGs and CpHs. While aged STD mice show distinct methylation at individual sites, aged ENR mice show methylation levels similar to young animals.

To analyze whether ENR counteracts aging-induced DNA methylation changes at specific genomic loci, we determined cytosines where the methylation change induced by lifelong ENR (difference between aged ENR and aged STD mice) was opposite to the effect of aging (difference between aged STD and young STD mice). From all CpGs that were hypomethylated with aging, 31.60% were significantly hypermethylated in aged ENR mice compared to aged STD mice (Fig. 2b). Similarly, from all CpGs hypermethylated with aging, 32.17% were hypomethylated by ENR. In the CpH context, 62.86% of aging-induced hypermethylated CpHs and 7.24% of hypomethylated CpHs were changed by ENR in the opposite direction than by aging (Fig. 2b). In total, 31.73% of all age-related dmCpGs and 48.42% of all aging-induced dmCpHs were counteracted by ENR. Among those cytosines, the vast majority (85.81% of CpGs; 98.47% of CpHs) did not show differences between young and aged ENR mice, confirming that, in ENR mice, methylation at these sites does not change with aging.

To compare magnitudes of methylation changes induced by aging and ENR, the absolute methylation percentages of the 13,314 dmCpGs and 3196 dmCpHs at which ENR counteracted aging effects were plotted (Fig. 2c–d). Compared to the young animals, the aged STD mice exhibited a loss of highly methylated CpGs, which resulted in an accumulation of low or unmethylated CpGs and 27% lower median CpG methylation levels. In contrast, the animals housed in ENR for one year showed distributions and median CpG methylation percentages similar to young animals. Likewise, aged STD mice possessed different distributions and a 33% increase in the median CpH methylation percentage compared to young animals (Fig. 2d–e), while aged ENR mice were similar to young animals. These results suggest that ENR restores methylation at that age-sensitive CpGs and CpHs to the levels observed in young animals.

To control that the detected overlaps between ENR-induced and age-related DNA methylation changes were not a result of chance, we randomly sampled 33,039 CpGs (referring to the number of ENR-induced CpG methylation changes) from all sequenced CpGs (762,182) and analyzed their overlap with age-related CpG methylation changes (Supplementary Fig. 5a). On average 4.34% of randomly sampled CpGs overlapped with age-related differentially methylated CpGs, which was below the overlap of 31.73% detected for ENR-induced CpG methylation changes.

To test whether the detected overlap was a result of noise in the aged STD group, we randomly split the group of aged STD mice into two subsets and used one subset of three mice for the discovery of age-related DNA methylation changes and the other subset of three mice for calculating ENR-induced DNA methylation changes between aged STD and aged ENR mice (Supplementary Fig. 5b–c). Despite the reduced power due to smaller sample sizes, we detected significant overlaps between age-related and ENR-induced CpG methylation changes (Supplementary Fig. 5c), suggesting that the overlaps are not solely driven by noise. Moreover, we also found a significant overlap between aging and ENR effects when analyzing differentially methylated regions instead of individual CpGs using a different statistical approach (Supplementary Fig. 5d; see “Methods” for details).

To increase the temporal resolution of age-related DNA methylation changes, we integrated the data from the independent first experiment with 4.5-month-old (hereafter referred to as middle-aged) mice housed in ENR or STD for three months (compare Fig. 1). The CpG and CpH methylation levels of middle-aged mice were similar to young animals and did not show the age-related loss of CpG methylation observed in aged STD mice (Supplementary Fig. 6a). Further comparison of the effects of life-long ENR with age-related changes that occurred from middle-aged STD to aged STD mice showed that the pattern of dmCpGs and dmCpHs that were counteracted by ENR was similar to that observed for young animals (Supplementary Fig. 6b). In addition, 43.71% of CpGs and 56.32% of CpHs at which ENR counteracted aging were also differentially methylated between middle-aged STD mice and aged STD mice. This suggests that age-related epigenetic changes became pronounced only after an age of 4.5 months and that the environmental influence on age-related methylation changes is itself age-dependent.

### Genomic distribution of ENR- and age-dependent DNA methylation

To further characterize the influence of ENR on aging-induced epigenetic reconfigurations, we analyzed the genomic distribution of CpGs and CpHs at which ENR counteracted age-related methylation changes. Both dmCpGs and dmCpHs were distributed over all chromosomes in the genome (Fig. 3a), with dmCpGs depleted at exons, CpG islands, CpG island shores, promoters, and super-enhancers, but significantly enriched at introns, intergenic regions, and enhancers (Fig. 3b). The distribution of dmCpHs over genomic features was similar to dmCpGs, but they were not enriched at enhancers. Because DNA methylation of enhancers is particularly involved in the regulation of gene expression by interaction with transcription factors^54^, we performed a transcription factor motif analysis of the 1472 dmCpGs located within enhancers. The only significantly enriched transcription factor was Mecp2 (Fig. 3c), which binds methylated cytosines via its methyl-CpG-binding domain^55^. Mecp2 was also the strongest enriched transcription factor when motif enrichment analysis was performed on all 13,314 dmCpGs (independent of genomic location), which suggested that Mecp2 binding occurs genome-wide and is not restricted to dmCpGs located within enhancers (Supplementary Data 5). In contrast to dmCpGs, no enrichment of Mecp2 motifs was found at dmCpHs (Fig. 3c).

**Fig. 3:**
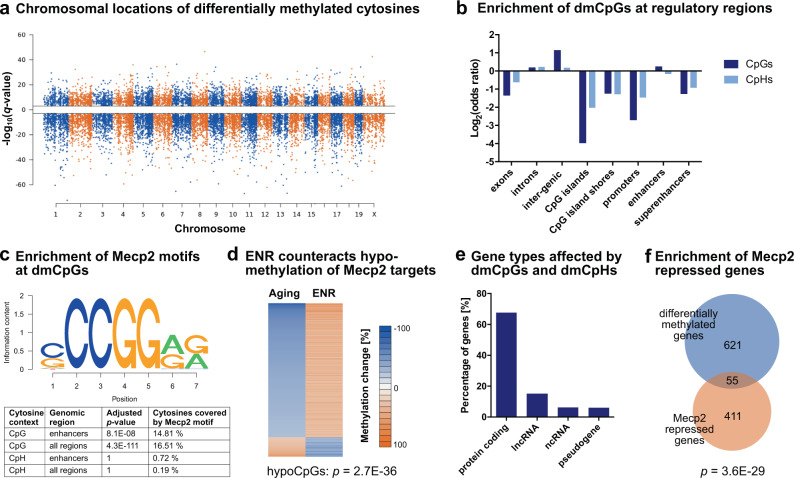
Genomic distribution of cytosines at which environmental enrichment counteracts age-related methylation changes. **a** Manhattan plot depicting the distribution of dmCpGs and dmCpHs over chromosomes. *Q*-values indicate the significance of the aging-induced methylation changes with the sign corresponding to the direction of the change (negative −log_10_(*q*-value) for hypomethylated cytosines; positive −log_10_(*q*-value) for hypermethylated cytosines). **b** CpGs and CpHs are depleted at CpG islands, CpG island shores, promoters, and exons (log_2_(odds ratio) < 0), but enriched at introns and intergenic regions of the genome (log_2_(odds ratio) > 0). In addition, CpGs but not CpHs are enriched at enhancer regions. Adjusted *p* < 0.001 for all regions, except CpHs at enhancers (adjusted *p* = 0.061; one-sided linear regression with FDR correction). **c** Transcription factor binding analysis revealed enrichment of Mecp2 motifs at dmCpGs located within enhancers (1472 CpGs) as well as at all regulated 13,314 dmCpGs (independent of genomic location). Mecp2 motifs were not enriched at dmCpHs. Depicted are the Mecp2 motif as annotated in the database motifDb and the results of the enrichment analysis (one-sided hypergeometric test with FDR correction). **d** The 2198 dmCpGs that fall into Mecp2 targets sites are enriched with CpGs that were hypomethylated with aging (*p*-value from one-sided hypergeometric test compared to all 13,314 CpGs). **e** Classification of gene targets of cytosines at which ENR counteracts aging-induced methylation changes (676 differentially methylated genes). **f** Previously identified Mecp2-repressed genes^68^ are enriched among the differentially methylated genes (*p*-value from the one-sided hypergeometric test).

To validate the enrichment of Mecp2 binding sites at dmCpGs, we used two existing Mecp2 ChIP-sequencing datasets derived from adult mouse cortex and prefrontal cortex, respectively^56^. Similar to Mecp2 motifs, ChIP-derived Mecp2-bound genomic regions were significantly enriched at dmCpGs (hypergeometric tests; cortex: *p* < 1 × 10^−300^; prefrontal cortex: *p* = 1.4 × 10^−286^).

Because Mecp2 is known to specifically bind methylated cytosines, we analyzed the direction of the methylation change of Mecp2 target dmCpGs with aging and ENR. The vast majority of Mecp2 targets (87.31%) were hypomethylated with aging and hypermethylated by ENR (Fig. 3d). Aging-induced hypomethylated CpGs were significantly enriched among the Mecp2 targets (*p* = 2.7 × 10^−36^). These results suggest that ENR prevents the age-associated CpG hypomethylation of Mecp2 binding sites and, thereby, potentially facilitates Mecp2 binding in the aged dentate gyrus.

Annotation of dmCpGs and dmCpHs to their associated gene targets identified 676 genes at which ENR counteracted age-related methylation changes. Two-thirds of these genes were protein-coding genes, but also lncRNA and a minor percentage of ncRNAs (such as microRNAs) and pseudogenes changed DNA methylation (Fig. 3e). The differentially methylated genes were significantly enriched with genes that are known to be transcriptionally repressed by Mecp2^56^ (Fig. 3f), further supporting that ENR counteracts age-related DNA methylation changes at Mecp2 targets.

### ENR preserves brain plasticity genes in the aged dentate gyrus

To identify aspects of brain aging that are sensitive to environmental stimulation, we performed GO and pathway enrichment analyses of genes at which ENR counteracted aging-induced methylation changes and generated an integrated map based on gene overlaps between enriched terms^57^. We identified three main clusters which were related to neuronal plasticity, cell communication, and developmental programs (Fig. 4a; Supplementary Data 6). Among those, the “neuron plasticity” cluster contained the highest number of enriched terms. It comprised pathways related to structural plasticity of neurons, including axon guidance and synapse organization, as well as processes involved in neuronal activation, such as synaptic signaling and regulation of potassium channels. In the “cell communication” cluster, we found signaling pathways that involve secreted molecules, such as insulin and growth factors, and a group of enriched terms related to cell adhesion, including the formation of cellular junctions by cadherins, adhesion to the extracellular matrix, and extracellular matrix remodeling by regulation of collagen formation. The third cluster contained pathways involved in organ morphogenesis but also pathways related to nervous system development, including neuronal fate specification and precursor proliferation.

**Fig. 4:**
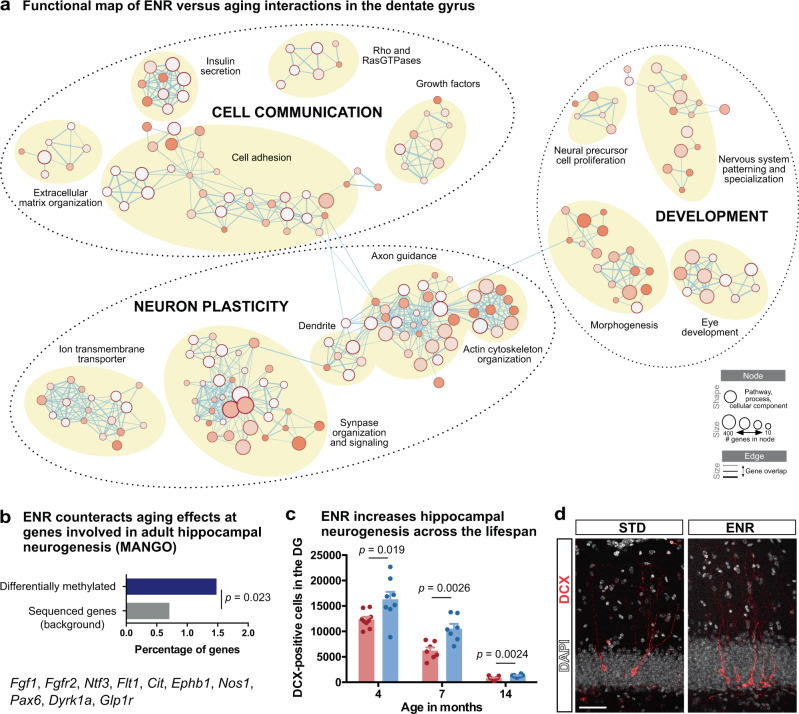
Functional enrichment connects environmentally sensitive age-related DNA methylation changes with neuronal plasticity and adult hippocampal neurogenesis. **a** Integrated map of GO terms, SynGO terms, Reactome pathways, and “WikiPathway” terms enriched among the 676 ENR-induced differentially methylated genes that counteract aging effects (significantly enriched terms with *q* < 0.05). Three main functional clusters were identified (dashed circles), each containing several groups of highly connected terms (yellow circles). Legend indicates node and edge sizes. **b** Genes functionally involved in hippocampal neurogenesis are enriched among differentially methylated genes at which ENR counteracts age effects (*p*-value from a one-sided hypergeometric test). **c** Mice housed in ENR starting at an age of 6 weeks have significantly more newborn, doublecortin (DCX)-expressing neurons in the dentate gyrus (DG) at ages 4 months, 7 months, and 14 months compared to STD housed mice. Depicted are individual data points and bars with group means + SEM (4 months: *n* = 9 STD mice, 8 ENR mice; 7 months: *n* = 7 mice per group; 14 months: *n* = 9 STD mice, 10 ENR mice). Depicted *p*-values are from a two-sided, unpaired *t*-test. **d** Representative image of fluorescent staining to detect newborn neurons in STD and ENR mice. Fluorescent stainings were reproduced for all samples presented in panel (**c**). Scale bar: 50 µm.

To correlate differential cytosine methylation with cellular changes in the brain, we investigated adult hippocampal neurogenesis which has a role in cognitive flexibility and decreases with aging^20^. We found that genes at which ENR counteracted age-related methylation changes were significantly enriched for genes functionally involved in adult hippocampal neurogenesis as annotated in MANGO (Fig. 4b). Accordingly, mice housed in ENR for one year showed a 60% increase in the number of newborn neurons in the dentate gyrus compared to aged STD mice (Fig. 4c–d). We also observed elevated ENR-stimulated neurogenesis in the non-aged brain (Fig. 4c), together suggesting that continuous ENR increases hippocampal neurogenesis throughout the lifespan. In contrast, only trends toward increased precursor proliferation and no change in total precursor cell numbers were observed in aged ENR compared to aged STD mice (Supplementary Fig. 7). This suggests that life-long ENR stimulates newborn neurons during an immature phase but has only minor effects on neural precursor cells, which is in accordance with what has been observed after shorter periods of ENR in young adult and aged mice^20^.

Genes containing age-related differentially methylated cytosines that were not influenced by ENR showed a similar enrichment at neuronal plasticity pathways as the genes counteracted by ENR (Supplementary Fig. 8a). Indeed, 341 of the genes at which ENR protected from age-related DNA methylation changes did also contain age-related differentially methylated cytosines that were not influenced by ENR. Moreover, the cytosines at which ENR did not significantly alter age-related DNA methylation changes showed a similar genomic distribution as the loci at which ENR counteracted aging effects (Supplementary Fig. 8b). These results suggest that ENR does not affect a specific subset of pathways underlying brain aging, but rather partially rescues global aging effects in the brain.

To analyze whether ENR-induced changes at diverse genomic regions might differ in function, Reactome pathway and MANGO enrichment analyses were performed separately for genes with DNA methylation changes in enhancers, promoters, or gene bodies (Supplementary Data 7). We found a significant enrichment of neuronal plasticity and neurogenesis pathways specifically for ENR-induced gene body methylation. However, we also found neuronal plasticity-related genes with ENR-induced changes at enhancers such as *Vegfa* and *Flt1*. No differences in functional annotation were detected between hypo- and hypermethylated genes (Supplementary Data 7).

To analyze whether ENR protects from aging effects by actively changing DNA methylation, we overlapped genes where ENR counteracted DNA methylation changes in aged mice with DNA methylation changes induced by shorter periods of ENR in non-aged mice. In total, 24.02% of genes that changed DNA methylation after four days of ENR in young mice and 30.03% of genes that changed DNA methylation after three months of ENR in middle-aged mice overlapped with genes at which ENR counteracted age-related changes (Supplementary Fig. 9a). In addition, ENR-induced differentially methylated genes were significantly enriched with genes that changed transcription after acute neuronal activation in the dentate gyrus^58^ (Supplementary Fig. 9b). These results might suggest that active ENR-induced DNA methylation changes at neuronal activity-regulated genes counteract the development of age-related DNA methylation changes.

### ENR housing of aged mice compensates age-related DNA methylation

Our results so far suggested that lifelong ENR prevented the development of age-related DNA methylation changes, but it remained unknown whether ENR could reverse existing age-related DNA methylation changes in old mice. To test the latter, we housed 14-month-old mice in ENR or STD for three months. We chose to start ENR housing at an age of 14 months because this was the age at which we had confirmed the existence of age-related DNA methylation changes in our previous experiment (Supplementary Fig. 3). To avoid a potential influence of ENR on postnatal brain development, we used 3-month-old mice as the young control group.

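DNA methylation in this experiment was measured by RRBS, a method that sequences bisulfite-converted DNA from CpG-rich fragments, so that an unmethylated cytosine is read as thymine and a methylated cytosine stays a cytosine. There were 3 groups of 8 female mice, which were young STD mice aged 3 months, aged STD mice aged 17 months, and aged ENR mice aged 17 months that had entered ENR at 14 months and stayed there for 3 months. The age of the young mice is also given as 12 weeks. The authors trimmed the reads, mapped them to mm10 with Bismark, kept CpGs with at least 10 reads in a mouse and at most the 99.9th percentile of coverage, and deposited the percentage of methylated reads for each CpG and mouse. The table held 694379 CpGs, with the strands kept separate, and every CpG had a value in at least 3 mice of each group. CpHs were not analysed here. The number of covered CpGs per mouse ranged from 386625 to 490046 in young STD mice (median 421653), from 323088 to 590856 in aged STD mice (median 392921), and from 308751 to 608017 in aged ENR mice (median 471414). Only 8628 CpGs had a value in all 24 mice. The exact depth behind each percentage is unknown, so no confidence intervals are given for single values. A percentage between 0 and 100 can imply more than the minimum of 10 reads, but such bounds were not worked out. Of all values, 83.6% were exactly 0 or 100%. Over the CpGs shared by all mice, the correlation between 2 mice ranged from 0.822 to 0.968, and no 2 mice had more than 55.2% identical values. Percentages without read numbers do not allow the read-level test of the paper. Group means of the mice were therefore compared by the size criterion of the paper, a difference over 25 percentage points. Each mouse counted equally in these means, whatever its number of reads, so the differences need not equal those of the paper. Mice were the replicates in the tests of methylation differences. The gene overlap was tested over genes and the genomic distribution over CpGs.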

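Between young STD and aged STD mice, the group means differed by more than 25 points at 63594 of 694379 CpGs (9.16%), of which 34785 had lost and 28809 had gained methylation. The number depended most on how many mice had a value, and it was 11505 of 223328 CpGs with at least 5 mice per group and 100 of 8628 CpGs with a value in all mice. With limma, which tests each CpG against the spread between mice, 33 CpGs had an adjusted p under 0.05 (Benjamini-Hochberg) and a difference over 25 points, 17 of them higher and 16 lower in aged STD mice, and 15501 CpGs (2.23%) had an unadjusted p under 0.05. Exchanged labels gave about as many. Of 50 splits of the young STD and aged STD mice, the real one included, 25 gave at least 33 CpGs. The others had a median of 32 CpGs, and of 2.20% with an unadjusted p under 0.05. With at least 5 mice per group, limma left 0 CpGs. For the counts by size, the young STD and aged STD labels were exchanged between mice in 100 splits, the real one included. No other split reached 9.16% of the CpGs it could test, and the others gave 8.32% to 8.73%. These splits could test only 602923 to 644840 CpGs, since the table keeps CpGs by the number of mice in the real groups. After this was seen, the count was repeated over the 247288 CpGs with a value in at least 11 of the 16 mice, which every split keeps. Of these CpGs, 13317 differed by more than 25 points under the real labels and 12700 to 13572 under the others, and 16 of the 100 splits gave at least as many. Global CpG methylation over the 8628 shared CpGs was 46.4 ± 0.58% (SD, n = 8) in young STD and 45.8 ± 1.45% (SD, n = 8) in aged STD mice, a difference within the spread between mice (exact two-sided permutation test, p = 0.373). Of the 1999 age-related CpGs on chromosome 1 that are listed first in Supplementary Data 3 for the lifelong experiment, 1238 had a value in at least 3 mice of each group here. At these, the difference had the sign of the lifelong experiment at 648 CpGs and the opposite sign at 522. A score per mouse, the mean deviation from the mean of all mice in the aging direction of the lifelong experiment, was −2.17 ± 2.51 points (SD, n = 8) in young STD and 0.905 ± 4.53 points (SD, n = 8) in aged STD mice (exact two-sided permutation test, p = 0.081).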

We first calculated DNA methylation changes between the 3-month-old and 17-month-old mice and confirmed 65.6% of the age-related differentially methylated genes identified in our previous experiment (hypergeometric test: *p* < 1 × 10^−300^; Supplementary Fig. 10a). When we overlapped age-associated changes with ENR-induced methylation changes in aged mice, we found that ENR of aged mice counteracted aging effects at 36.52% of CpGs and 30.33% of CpHs (Supplementary Fig. 10b–d). 

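The means of aged ENR and aged STD mice differed by more than 25 points at 57856 CpGs (8.33% of those tested), of which 26554 were higher and 31302 lower in aged ENR mice. Of the 63594 CpGs with an aging difference of this size, 24252 (38.1%) had an ENR difference over 25 points in the opposite direction and 962 (1.51%) had one in the same direction. The opposite direction was found at 12712 of the CpGs that lost methylation with aging (36.5%) and at 11540 of those that gained it (40.1%). With limma, 30 CpGs had an adjusted p under 0.05 (Benjamini-Hochberg) and an ENR difference over 25 points, and 13170 (1.90%) had an unadjusted p under 0.05. Of 50 splits of the aged mice, the real one included, 11 gave at least 30 CpGs. The others had a median of 22 CpGs, and of 1.94% with an unadjusted p under 0.05. With at least 5 mice per group, limma left 0 CpGs. The aged STD mice enter both differences. When the STD and ENR labels of the 16 aged mice were exchanged, the percentage of tested CpGs with an ENR difference over 25 points was 7.49% to 8.07%, below the real 8.33% in every other split. Over the 296927 CpGs that every split keeps, chosen as for aging, 15 of 100 splits gave at least the 13997 CpGs of the real labels. The share of CpGs with opposite differences ranged from 31.2% to 39.3% with a median of 34.5%, and 5 of 100 splits, the real one included, reached 38.1%. Over the CpGs that every split keeps, the share was 30.5% and 11 of 100 splits reached it. The alternative that moved the share most used separate sets of 4 aged STD mice for the aging and the ENR difference. Over all 70 such divisions, in which a mean of 169297 CpGs could be tested, the mean share with an opposite ENR difference was 10.6%, and the mean share with an ENR difference in the same direction was 10.7%. Over the same CpGs, the share with an opposite ENR difference was 46.1% with the same 4 aged STD mice in both differences and 27.5% with all 8, which was computed after the share with separate sets had been seen.

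**Figure D1:**
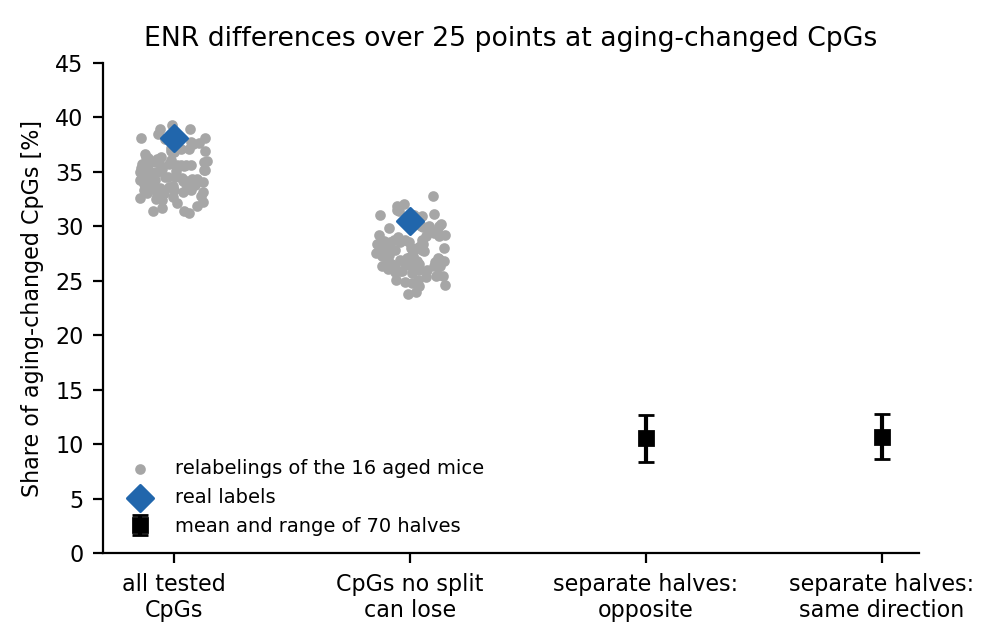
Share of CpGs with an aging difference over 25 points that also have an ENR difference over 25 points (y axis, percent). Diamonds are the real labels and grey points the other relabelings of the aged mice, for all tested CpGs and for CpGs with a value in at least 11 of the 16 aged mice. Squares with bars are the mean and range over 70 divisions of the aged STD mice into separate sets. The diamond for all tested CpGs sits at 38.1% among relabelings from 31.2% to 39.3%, and the squares sit at 10.6% and 10.7%.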

The associated gene loci significantly overlapped with the genes influenced by lifelong ENR (hypergeometric test: *p* = 2.2 × 10^−186^; Fig. 5a) and showed a similar enrichment at genes involved in synaptic plasticity and adult hippocampal neurogenesis (Fig. 5b). Moreover, the pattern of the DNA methylation changes (Supplementary Fig. 10b–d), the genomic distribution of the affected cytosines (Supplementary Fig. 10e), and the significant enrichment at Mecp2 binding sites was similar to what we had observed after lifelong ENR (Supplementary Fig. 10f). 

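Each of the 24252 CpGs with opposite differences was assigned to the gene with the nearest transcription start site in GENCODE M21 (Ensembl 96). Of 38914 genes with a tested CpG, 1233 had at least 4 such CpGs, and 246 of them were among the genes of Supplementary Data 6 for lifelong ENR, of which 668 had a tested CpG. The overlap expected for genes drawn without regard to their number of CpGs was 21.2 genes, so that the observed overlap was 11.6-fold larger (exact one-sided hypergeometric test over genes, p = 6.43e-196). Genes differ in how many CpGs they contribute, and 1000 random sets of 24252 tested CpGs gave 118 to 172 shared genes with a median of 142. With relabeled aged mice, 115 to 233 genes were shared, fewer than under the real labels in each of the other splits, and the fold over the expectation was at least 11.6 in 94 of 100 splits, the real one included. Over the CpGs that every split keeps, a restriction added after that result, 20 genes were shared under the real labels, and 30 of 100 splits shared at least as many. Among the shared genes, Prdm16 (ENSMUSG00000039410; chromosome 4, 154316125 to 154636873, GRCm38) had the most CpGs with opposite differences, 26 of 216 tested, of which 11 had lost methylation with aging. Cux2 (ENSMUSG00000042589; chromosome 5, 121856366 to 122050102) had 22 of 314, Camta1 (ENSMUSG00000014592; chromosome 4, 150917322 to 151861876) had 20 of 343, Tshz2 (ENSMUSG00000047907; chromosome 2, 169633013 to 170071816) had 18 of 159, and Cacna1e (ENSMUSG00000004110; chromosome 1, 154390731 to 154884501) had 15 of 129. Tiam1 (ENSMUSG00000002489; chromosome 16, 89787111 to 90143769) had 6 of 230. The gene lists behind the SynGO and MANGO enrichments were not used here.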

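Of the 24252 CpGs with opposite aging and ENR differences, 24.2% lay within 1 kb of a transcription start site, against 48.2% of all tested CpGs (odds ratio 0.332, logistic regression over CpGs). The odds ratio was 0.57 in exons, 1.31 in introns and 1.21 in intergenic regions. These tests run over CpGs, which are not independent replicates. With the labels of the aged mice exchanged, the odds ratio at promoters ranged from 0.268 to 0.335, that in exons from 0.514 to 0.572, that in introns from 1.26 to 1.40 and that in intergenic regions from 1.16 to 1.31.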

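At the 12712 CpGs that had lost methylation with aging and were higher in aged ENR mice, the mean methylation was 79.3% in young STD, 39.2% in aged STD and 77.5% in aged ENR mice. At the 11540 CpGs with the opposite pattern, it was 25.5%, 64.9% and 25.5%. The mean of aged ENR mice was within 25 points of that of young STD mice at 91.4% of these CpGs, and at 58.8% of all CpGs with an aging difference over 25 points. These CpGs were chosen by the aged STD mice that enter both differences. When the CpGs were instead chosen with the young STD mice and 4 aged STD mice, and the ENR difference was taken against the other 4 aged STD mice, the mean recovery was −0.189 points (70 divisions with a mean of 169297 CpGs tested, range −0.871 to 0.454 points). The mean aging difference was 36.1 points, but in the same 4 aged STD mice that chose the CpGs, which enlarges it. In the other 4 aged STD mice the aging difference was not computed. The recovery therefore cannot tell a lack of reversal from a lack of an aging difference to reverse. Global CpG methylation was 45.6 ± 0.45% (SD, n = 8) in aged ENR mice over the 8628 CpGs shared by all mice, which did not differ from aged STD mice beyond the spread between mice (exact two-sided permutation test, p = 0.813). This depended on aged STD replicate 5, without which the difference was −0.688 points (exact two-sided permutation test, p = 0.014). At the age-related CpGs of the lifelong experiment on chromosome 1, the score of aged ENR mice was 1.93 ± 1.59 points (SD, n = 8; exact two-sided permutation test against aged STD mice, p = 0.647). Without aged STD replicate 5, the score of aged ENR mice was 2.59 points further in the aging direction than that of aged STD mice (exact two-sided permutation test, p = 0.00109). This mouse was left out after its values were seen, and without it the ratio of coverage at highly to lowly methylated CpGs differed as well, with 0.947 to 1.02 in aged ENR and 1.03 to 1.25 in aged STD mice. The paper bases its proposal on the counteracted cytosines, the overlap of their genes with those of lifelong ENR, and the similar pattern and genomic distribution.

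**Figure D2:**
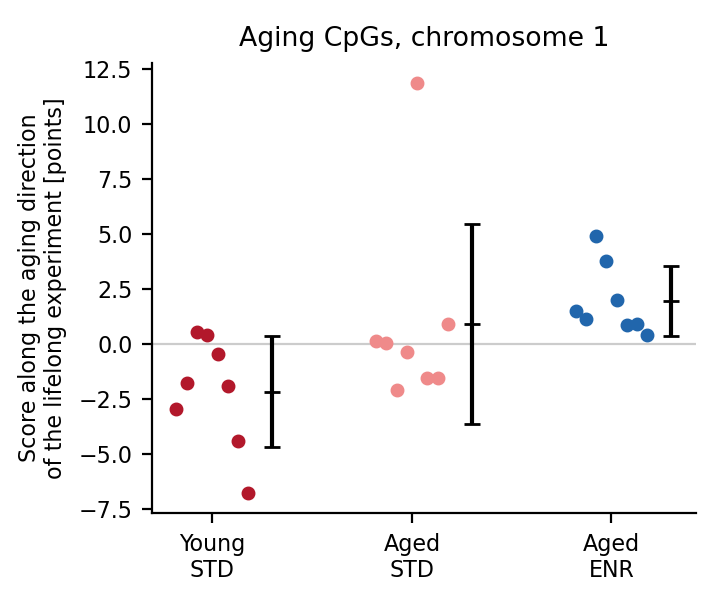
Score of each mouse (y axis, percentage points along the aging direction of the lifelong experiment) at the age-related CpGs of chromosome 1, for the 3 groups. Points are mice, and the bars are the mean and SD of 8 mice. The highest point is aged STD replicate 5 at 11.8 points, and the mean of aged ENR mice is 1.93 points.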

Together, these results confirmed our previous findings and suggested that ENR can restore young DNA methylation patterns in the dentate gyrus of old mice.

**Fig. 5:**
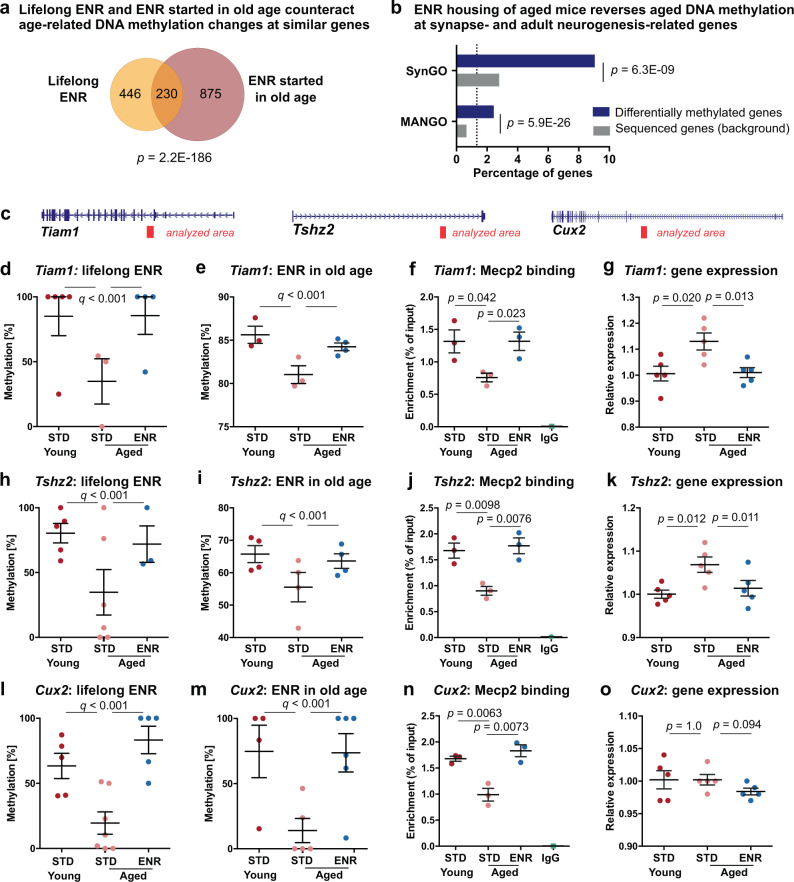
Environmental enrichment compensates changes in DNA methylation, Mecp2 binding, and transcription at neuronal plasticity genes. **a** Overlap of genes at which ENR counteracted age-related DNA methylation changes after one year of ENR (lifelong) and three months of ENR in aged mice. Venn diagram considered the direction of the DNA methylation change. **b** Enrichment of gene loci at synapse-related genes (SynGO) and at adult neurogenesis-related genes (MANGO). **c** Images of the genes *Tiam1*, *Tshz2*, and *Cux2* highlighting the analyzed gene region in red. **d** RRBS profile of young, aged STD and aged ENR mice (one year) at *Tiam1* (chr16:89,896,498). Data correspond to the experiment depicted in Figs. 2–4. **e** Targeted bisulfite sequencing at chr16:89,896,498 of young, aged STD and aged ENR mice (3 months ENR; *n* = 3 STD mice, *n* = 4 ENR mice). **f** Relative Mecp2 binding at *Tiam1* in young, aged STD and aged ENR mice (three months ENR). **g** Relative expression of *Tiam1* increased with aging and was reduced in aged ENR mice (three months ENR; *n* = 5 mice per group). **h**–**i** Loss of DNA methylation at *Tshz2* locus (chr2:169,826,488) with aging and increased methylation with ENR as shown by RRBS (**h**) and targeted bisulfite sequencing (**i**) relates to changes in Mecp2 binding (**j**) and gene expression (**k**). Methylation changes at *Cux2* (chr5:121,938,836) as determined by RRBS (**l**)–(**m**) correlated with changes in Mecp2 binding (**n**) but did not affect transcription (**o**). Sample information: Sample sizes for (**d**), (**h**), (**l**) were *n* = 5 young mice and *n* = 7 aged mice per group (as indicated in Fig. 2). The sample size for panel m was *n* = 8 mice per group (as indicated in Supplementary Fig. 10). Depicted data points in (**d**), (**e**), (**h**), (**l**), (**m**) represent the methylation levels of all individual mice for which that CpG locus was covered by RRBS. Sample sizes for (**f**), (**j**), (**m**) were *n* = 3 samples per group (samples refer to pools of dentate gyri from three mice). Data in (**d**)–(**o**) are represented as individual data points for each mouse with group means ± SEM. Sample sizes for (**g**), (**k**), (**o**) were *n* = 5 mice per group. Depicted *q*-values in (**d**), (**e**), (**h**), (**i**), (**l**), (**m**) are from logistic regression (two-sided) with SLIM correction; *p*-values in (**a**) and (**b**) are from one-sided hypergeometric test; *p*-values in (**f**), (**g**), (**j**), (**k**), (**n**), (**o**) are from two-sided, unpaired *t*-test (no adjustment for multiple comparisons).

To further explore potential mechanisms of how ENR-induced DNA methylation changes could improve brain function during aging, we examined the influence of ENR on Mecp2 binding in the aged dentate gyrus. Mecp2 is a well-known regulator of neuron function which is critical for embryonic and postnatal brain development^59^ but had not been linked to brain aging yet. First, we selected candidate loci at which our RRBS data showed that ENR counteracted age-related DNA methylation changes and which contained Mecp2 motifs as determined by our transcription factor binding analyses (Fig. 5c–d). Specifically, we chose a locus within an intragenic enhancer near the gene *Tiam1*, which is known to control hippocampal plasticity^60^, as well as an intragenic enhancer near the gene *Tshz2*, a transcriptional repressor that had not been linked to brain aging before. We then validated the aging- and ENR-induced DNA methylation changes at those loci using targeted bisulfite sequencing (Fig. 5e). To investigate potential changes in Mecp2 binding, we performed chromatin immunoprecipitation with a validated antibody against Mecp2^61^ followed by quantitative PCR of the genomic area surrounding the Mecp2 motifs. For the chromatin preparation, we used dentate gyri from the opposite hemisphere of the same mice that were used for DNA methylation profiling (17-month-old mice housed in ENR or STD for three months; young 12-week-old mice). We detected significantly reduced binding of Mecp2 in aged STD mice compared to young STD mice at the indicated loci within the *Tiam1* gene (Fig. 5f). In contrast, aged ENR mice showed increased levels of Mecp2 binding compared to aged STD mice. Mecp2 has been shown to act as a transcriptional repressor, although roles in locus-specific gene activation and regulation of alternative splicing have been reported^62^. To analyze potential consequences of Mecp2 binding on transcription, we performed quantitative RT-PCR of *Tiam1* using dentate gyrus tissue from an independent cohort of 12-week-old young mice and 17-month-old mice housed in ENR or STD for three months and found a small age-related increase in expression, which was counteracted by ENR (Fig. 5g). Similar results were found for the analyzed locus at *Tshz2* (Fig. 5h–k). In addition to candidates *Tiam1* and *Tshz2*, we investigated the neuronal transcription factor *Cux2*^63^, which contained an intra-genic Mecp2 motif with an age-related loss of DNA methylation that was counteracted by lifelong ENR (Fig. 5l) and by three months ENR of aged mice (Fig. 5m). 

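The Cux2 site is the CpG at positions 121938835 to 121938836 of chromosome 5 (GRCm38), and its values come from the minus strand at 121938836. It lies in intron 2 of the 23-exon transcripts of Cux2, which is transcribed from the minus strand, 13915 bp from the nearest transcription start site. The plus-strand sequence from 121938820 to 121938851 is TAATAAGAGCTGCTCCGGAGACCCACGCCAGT. The source data of Fig. 5m hold 4 young STD, 5 aged STD and 6 aged ENR mice. Over these mice, methylation was 74.7 ± 40.3% (SD, n = 4) in young STD, 14.0 ± 20.8% (SD, n = 5) in aged STD and 73.7 ± 36.0% (SD, n = 6) in aged ENR mice of the experiment with 3 months of ENR. The aging difference was −60.7 points (exact two-sided permutation test, p = 0.0397) and the ENR difference was 59.6 points (exact two-sided permutation test, p = 0.0152). The deposited values include a further young STD mouse with a value at this CpG, replicate 4 at 0%, and the paper gives no reason for leaving it out. With this mouse, the mean of young STD mice was 59.7 ± 48.3% (SD, n = 5), and the aging difference of −45.7 points was no longer larger than the spread between mice (exact two-sided permutation test, p = 0.119). The values of the other young STD mice were 15.4%, 100%, 83.3% and 100%. Of the aged STD mice, 3 were at 0% and the others at 46.3% and 23.8%, and of the aged ENR mice, 3 were at 100% and the others at 8.33%, 61.9% and 71.8%. In the mean over the 4 CpGs within 50 bp, the aging difference was −6.87 points (exact two-sided permutation test, p = 0.768) and the ENR difference 24.4 points (exact two-sided permutation test, p = 0.123).

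**Figure D3:**
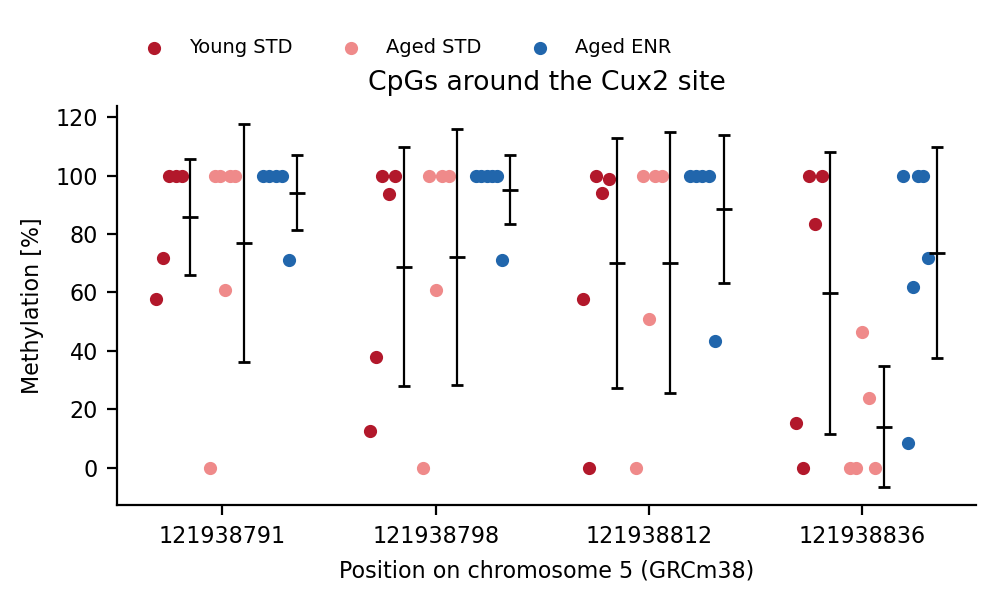
Methylation (y axis, percent) at the 4 CpGs within 50 bp of the Cux2 site, by position on chromosome 5 (x axis). Points are mice with a value and the bars are the mean and SD of each group. At 121938836 the aged STD mice have a mean of 14.0%, and at the 3 neighbouring CpGs their means are 76.8%, 72.2% and 70.2%.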

The DNA methylation changes at *Cux2* correlated with age- and ENR-induced changes in Mecp2 binding (Fig. 5n), while no significant difference in the levels of *Cux2* transcript was observed between the groups (Fig. 5o), suggesting that effects of altered Mecp2 binding on gene expression in the aged brain are locus-specific. Accordingly, when we overlapped ENR-induced DNA methylation changes with previously published RNA sequencing data of the dentate gyrus of ENR housed mice^64^, we found a significant enrichment of ENR-induced hypermethylation among both genes up-regulated and down-regulated after ENR (Supplementary Fig. 11). Together, these results indicated that ENR housing of aged mice counteracts the age-related loss of DNA methylation at Mecp2 motifs and counteracts associated changes in Mecp2 binding and gene expression at selected candidate loci.

### ENR influences genes with known roles in human cognitive decline

To investigate whether the genes at which long-term ENR counteracted age-related DNA methylation changes in the mouse brain are also dysregulated in the human brain during aging and associated cognitive decline, we overlapped them with three previously published datasets derived from human prefrontal cortex tissue. Dataset 1 contained genes with DNA methylation changes associated with Alzheimer’s disease pathology^38^; datasets 2 comprised genes with changes in RNA levels associated with age-related cognitive decline^65^ and dataset 3 contained genes with proteomic changes associated with individual cognitive trajectories during aging^66^. Genes of all three datasets were significantly enriched among the genes at which one year of ENR counteracted age-related DNA methylation changes (Fig. 6a). In total, 219 of the ENR-induced differentially methylated genes detected in the aged mouse brain were also dysregulated in the aged human brain (Fig. 6b; Supplementary Data 8). Among those genes, the most significantly enriched biological process from GO analysis was the term “neurogenesis” (adjusted *p* = 8.3 × 10^−08^; 53 genes) of the higher-order group “nervous system development” (adjusted *p* = 1.3 × 10^−09^; 71 genes). This suggests that the age-related dysregulation of genes involved in neurogenesis is conserved between mouse and humans. The overlap of genes regulated by ENR in mice and genes dysregulated in human brains highlights the intriguing possibility that environmental stimulation could prevent age-related gene dysregulation and associated cognitive decline also in human brains.

**Fig. 6:**
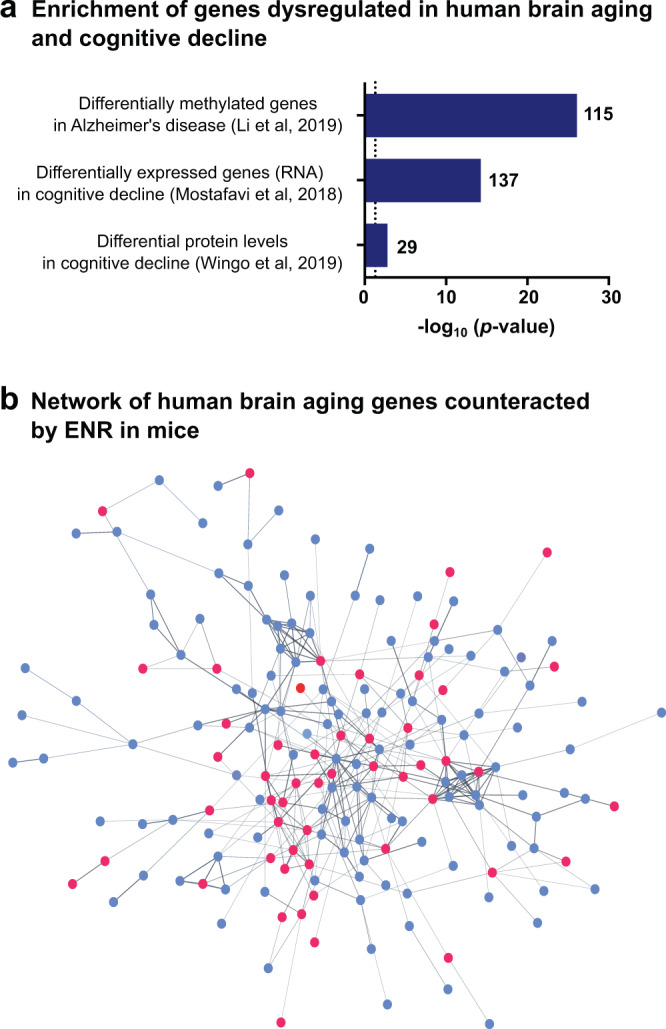
Genes at which ENR counteracts age-related methylation changes are dysregulated in the human brain in age-related cognitive decline. **a** Genes with DNA methylation changes^38^, differential RNA^65^, or protein^66^ levels in the human prefrontal cortex associated with age-related cognitive decline are significantly enriched among the genes that are differentially methylated with aging and 1 year ENR in the mouse dentate gyrus. For overlap with differentially methylated genes^38^, direction of the DNA methylation changes was taken into account. For differentially expressed genes and differential proteins, genes were overlapped independent of the direction of the age-related DNA methylation changes. Depicted are the −log_10_(*p*-values) from one-sided hypergeometric tests and the number of genes that overlapped between datasets. The dashed line indicates a significance threshold of *p* = 0.05. **b** STRING protein interaction network of human brain aging genes at which ENR counteracted age-related DNA methylation changes in the mouse brain. Genes involved in the highest enriched GO biological process “neurogenesis” are highlighted in red.

## Discussion

Aging-induced epigenetic changes are conserved among species^67^ and contribute to age-related brain dysfunctions, including reductions in cognition and hippocampal neurogenesis^27,28^. Behavioral interventions and environmental stimulation are known to alter epigenetic modifications in the brain^33,64,68^, but their influence on age-related epigenetic changes was unclear. Here, we showed that lifelong ENR can counteract age-related DNA methylation changes in the hippocampal dentate gyrus. Many of the genes for which ENR prevented aging-induced differential methylation in the mouse brain were also known to be dysregulated in human brains with aging and related cognitive decline. Our results lend mechanistic support to the potential of behavioral interventions and lifestyle factors to prevent age-related epigenetic changes in the brain in order to improve brain health in old age.

We found that ENR prevented the aging-induced loss of CpG methylation at motifs of Mecp2, which binds methylated cytosines with high affinity broadly across the genome^69–71^. Moreover, our candidate-specific analysis showed that aging was associated with reduced Mecp2 binding to neuronal genomes and that ENR enhanced Mecp2 binding in aged brains. Mutations in Mecp2 cause Rett syndrome, which is characterized by severe encephalopathy and reduced lifespan^72^. Mecp2 is known to be abundant in neurons and crucial for neuronal development during embryogenesis and in the adult hippocampus^73,74^, but the role of Mecp2 in brain aging had not yet been reported. At the molecular level, Mecp2 has been associated with transcriptional repression, locus-specific gene activation, and regulation of alternative splicing^70,71,75^. Therefore, aging-induced loss of Mecp2 binding as a result of genome-wide CpG hypomethylation might be involved in the aging-associated transcriptional dysregulation and the aberrant splicing of neuronal genes that have been reported for the aged hippocampus^76^. On the other hand, a recent study suggested that Mecp2 is involved in the repression of endogenous repetitive elements in neuronal genomes^77^. ENR-induced methylation of Mecp2 targets could thus prevent the aberrant activation of repetitive elements which is known to contribute to genomic instability in aging^78^. Follow-up studies should confirm the interaction between CpG hypomethylation and Mecp2 binding during brain aging on a genome-wide scale and identify molecular programs downstream of Mecp2 that are disrupted in the aged brain. Our results suggest not only a possible role of Mecp2 in age-related cognitive decline but also the potential of environmental stimulation to rescue Mecp2 binding in aged brains by DNA methylation of its target sites.

With the exception of a few regulated genes^79,80^, the molecular mechanisms underlying ENR-stimulated brain plasticity were, until now, mostly unknown. Our functional enrichment analyses of differentially methylated genes in the aged mouse dentate gyrus have exposed several pathways potentially underlying the neuroprotective effects of ENR during aging. One such pathway was adult hippocampal neurogenesis and, since increasing neurogenesis promotes aspects of hippocampal function^81^, ENR-stimulated increases in hippocampal neurogenesis likely ameliorate age-related cognitive decline. Further investigation will be needed to determine the cell type specificity of ENR-induced DNA methylation changes in the dentate gyrus and their role in hippocampal neurogenesis.

Since ENR increased adult hippocampal neurogenesis throughout the lifespan, differences in DNA methylation patterns between STD and ENR mice could reflect DNA methylation changes in mature neurons or ENR-induced differences in the cellular composition of the dentate gyrus. Based on our quantifications of newborn neuron numbers, supported by previous quantifications of total granule cell numbers in the dentate gyrus^82^, the percentage of newborn neurons among all neurons increased from 0.21% in aged STD mice to 0.31% in aged ENR mice. Because our DNA methylation analysis only considered cytosines with absolute DNA methylation differences larger than 25% as dmCpGs or dmCpHs, DNA methylation differences as a result of an increased percentage of new neurons in ENR mice would have not been detected. Second, because hippocampal neurogenesis sharply decreases in young adulthood and plateaus thereafter^83^, differences in DNA methylation patterns as a result of differences in newborn neuron numbers should have been visible in the 4.5-month-old “middle-aged” mice. However, the middle-aged mice showed only minor age-related DNA methylation changes compared to young animals (Supplementary Fig. 4). Therefore, we conclude that the here described ENR-induced DNA methylation changes that counteracted age effects reflect DNA methylation changes in mature hippocampal neurons rather than changes in the cellular composition of the dentate gyrus.

ENR combines physical and social incentives with continuous novelty and sensory stimulation^84^. Which aspects of ENR and the specific mechanisms of how environmental stimulation prevents age-related DNA methylation changes remain to be investigated. Previous work has shown that exploration of novel environments leads to neuronal activation coupled with short-term and long-lasting changes in transcription and chromatin accessibility in activated hippocampal neurons^85,86^. In addition, isolated neuronal activation by electroconvulsive stimulation has been shown to lead to widespread changes in DNA methylation, RNA, and open chromatin landscapes in the dentate gyrus^34,58^. We showed that ENR-induced differentially methylated genes were significantly enriched for neuronal activity-regulated genes, indicating that some of the ENR-induced DNA methylation changes are triggered by neuronal activation. Similarly, Penner et al. reported that age-related DNA methylation changes at the promoter of the neuronal activity-induced gene *Egr1* were reversed in the hippocampus by acute exploration of a novel environment^37^. We found that many of the genes at which ENR counteracted age-related DNA methylation changes were also differentially methylated by acute (4 days) ENR in non-aged brains or by 3 months ENR in middle-aged mice. Therefore, the compensating effects of ENR on age-related DNA methylation changes are potentially mediated by repeated neuronal activation through continuous novelty stimulation in ENR. Future studies should specify how ENR interacts with age-related DNA methylation changes at the molecular and cellular levels.

The paradigm of ENR is a highly reductionistic construct, which addresses relative phenotypical changes that can be ascribed to environmental, non-genetic effects. By using inbred mice the genetic factor is tightly controlled for. Exposure to ENR elicits a large number of effects on the brain and behavior and the idea of “environmental enrichment” has been translated to the human situation to describe the impact of environmental influences on brain development, cognition, and especially neurorehabilitation. Humans show substantial inter-individual differences in their behavioral activity and the ones with a physically and mentally active lifestyle and social engagements are more likely to maintain brain function and health in old age^1,2^. They also show considerable genetic variability, however, so that the experimental ENR construct in animal studies is not identical to what can be observed and more loosely described as an “enriched environment” in humans. While this is a critically important caveat, particularly relevant for judging effect sizes, animal studies offer a perspective that is almost inaccessible in humans. Effectively, what the paradigm allows estimating is the impact of environment and activity, if there were no genetic variation. We are thus not making claims about precise equivalents of our findings under human conditions and not even under feral conditions of the animals but about patterns of change that might be conserved (albeit obscured) and principles of underlying mechanisms. In the present study, we found that ENR counteracted aging effects in mice at genes that are dysregulated with age-related cognitive decline in humans. Since, to our knowledge, no comparable molecular data exists yet for the human hippocampus, we compared genes dysregulated in the human prefrontal cortex with our epigenetic data from the mouse dentate gyrus. Whether ENR effects on DNA methylation patterns in aging are specific to the dentate gyrus is currently unknown. However, since ENR modifies neuronal activity in many brain areas, including the prefrontal cortex^87^, the epigenetic effects are likely comparable between different brain areas. Furthermore, there is evidence that age-related DNA methylation changes are not tissue-specific, such that similar DNA methylation changes have even been found between hippocampus and blood cells^88^. The role of behavioral activity-dependent DNA methylation changes for human brain aging and the specificity of the effect for particular brain regions will be exciting research topics for the future.

ENR has an enormous potential to prevent or counteract brain dysfunctions in aged animals, including synaptic plasticity, hippocampal neurogenesis, and cognitive abilities^21,22,89^. Using genome-wide DNA methylation sequencing at single-nucleotide resolution, we here demonstrated that ENR also restores a substantial number of age-related DNA methylation changes in the hippocampus. Our data show the stimulating effects of ENR at the epigenetic level and provide a potential mechanism of how active interaction with the environment supports and promotes brain function throughout the lifespan.

## Methods

### Animals and ENR

Female C57BL/6JRj mice were ordered from Janvier Labs and maintained on a 12 h light/dark cycle at a temperature of 23 °C ± 1 °C with 40–60% humidity at the animal facility of the Center for Regenerative Therapies Dresden. Food and water were provided ad libitum. At an age of 6 weeks, mice were randomly distributed to an enriched environment or control cages. The enriched environment was a 0.74 m^2^ enclosure equipped with tunnels and plastic toys. Toys were rearranged once per week, but not in the last 4 days before analysis. In every experiment, ten mice were housed together in an enriched environment at the same time. Control mice stayed in standard polycarbonate cages (Type II, Tecniplast) in groups of five mice per cage. Dirty bedding material and toys were replaced once per week. The entire enriched environment was cleaned once per month. All experiments were conducted in accordance with the applicable European and national regulations (Tierschutzgesetz) and were approved by the local authority (Landesdirektion Sachsen). Mice in the enriched environment did not receive special food.

### Reduced representation bisulfite sequencing (RRBS)

Genomic DNA was isolated from micro-dissected dentate gyrus tissue using the QIAamp DNA Micro Kit or the Allprep DNA/RNA Micro Kit (both QIAGEN) following the manufacturer’s manuals. RRBS libraries were prepared using the Premium RRBS Kit (Diagenode) and purified twice using Agencourt AMPure XP beads (Beckman Coulter; 1X bead volume). Quality and concentration of RRBS libraries were determined using the high sensitivity NGS fragment analysis kit (Advanced Analytical) and a fragment analyzer with the capillary size of 33 cm (Advanced Analytical). Sequencing was performed using a HiSeq2500 (experiment with middle-aged animals; Fig. 1) or a Nextseq (experiment with young and aged animals; Figs. 2–5) platform in a 75 bp single-end mode with a minimum sequencing depth of 10 million reads per sample.

### Targeted bisulfite sequencing

Genomic DNA was isolated from micro-dissected dentate gyrus tissue using the QIAamp DNA Micro Kit (QIAGEN) and bisulfite conversion was performed with 500 ng of DNA using the EZ DNA Methylation-Lightning Kit^TM^ (Zymo Research). Genomic regions were amplified (31 cycles) from 50 ng of bisulfite converted DNA using Platinum^TM^ *Taq* DNA Polymerase High Fidelity (Thermo Fisher Scientific) according to the manufacturer’s recommended protocol. Primers for targeted bisulfite sequencing were designed using the online tool MethPrimer 1.0 with gene-specific sequences downloaded from the Ensembl genome browser. Primer sequences are depicted in Supplementary Data 9. DNA methylation profiles of *Npas4* (Fig. 1h), were obtained by Sanger sequencing of at least ten individual clones per mouse. Briefly, PCR products were purified from agarose gels (QIAquick PCR Purification Kit, QIAGEN), ligated into pCR2.1 (Thermo Fisher Scientific) and plasmids were transformed into chemically competent *E. coli* TOP10. Plasmids were isolated using GeneJET Plasmid Miniprep Kit (Thermo Fisher Scientific) and inserts sequenced by Sanger sequencing from the M13 promoter of pCR2.1. For targeted bisulfite sequencing of *Tiam1* and *Tshz2* (Fig. 5), PCR products for one replicate were pooled at equal molarity, and libraries prepared using the Nextera DNA Library Preparation Kit (Illumina). Amplicons were sequenced using the MiSeq System (Illumina). Data were analyzed as described for RRBS.

### Quantitative RT-PCR

RNA was isolated from micro-dissected dentate gyri using RNeasy Micro Kit (QIAGEN) and 500 ng were used for cDNA synthesis with Superscript^TM^ II Reverse Transcriptase (Thermo Fisher Scientific). Quantitative PCRs were performed using QuantiFAST SYBR Green PCR Kit (QIAGEN) and the CFX Connect^TM^ Real-Time PCR Detection System (Bio-Rad). Primer sequences were designed using the online tool Primer 3 version 0.4.0 and are listed in Supplementary Data 9. Results were analyzed using the delta Ct method. Housekeeping genes *Actb* (Fig. 1) or *Oaz1* (aging experiments, Fig. 5) were used for the normalization of sample concentrations.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed using the iDeal ChIP-seq kit for Transcription Factors (Diagenode) according to the manual. Micro-dissected dentate gyri from three animals were pooled for one chromatin immunoprecipitation. Briefly, tissue was homogenized using a Dounce homogenizer (five strokes) and fixed in 1% formaldehyde for 7 min at room temperature. Fixation was quenched with glycine and cells were lysed using the lysis buffers provided in the kit. Chromatin was fragmented to a size of 100–600 bp by sonication in 130 µl-microTUBE AFA Fiber tubes (Covaris) with a Covaris S2 Focused-ultrasonicator (6 min; 2% duty cycle; intensity 4; 200 cycles per burst). Successful shearing was confirmed by agarose gel electrophoresis. Each chromatin sample was incubated with 8 µg of Mecp2 antibody (Diagenode, pAb-052-050) for 12 h at 4 °C. The specificity of this antibody had been confirmed previously^61^. Inputs (1%) were removed before immunoprecipitation from each sample and incubated in the absence of the Mecp2 antibody. As a negative control, an additional sample was incubated with IgG antibody (provided in ChIP kit; Diagenode). Precipitated chromatin was de-crosslinked and purified with IPure beads v2 as described in the manual. DNA was eluted in 20 µl Buffer C from which 3 µl were used for every PCR. Quantitative PCR was performed with QuantiFAST SYBR Green PCR Kit (QIAGEN) and region-specific primers (Supplementary Data 9). Enrichment (% input) was calculated as $$2^{(({\mathrm{Ct}}_{\mathrm{input}}-6.64-{\mathrm{Ct}}_{\mathrm{sample}}))}$$ × 100%.

### Bioinformatic data analysis

#### Calculation of differential DNA methylation

Fastq reads were trimmed using Trim Galore 0.4.4 and the function *Cutadapt* 1.8.1. To remove cytosines that were filled in during end preparation, an additional 2 bp were cut off from every sequence with a detected adapter. Trimmed reads were mapped against mm10 using Bismark 0.19.0^90^.

Global DNA methylation levels are the means of the methylation percentages over all cytosines that were covered by RRBS with at least ten reads in all samples of the respective experiments. Separation into the cytosine contexts CpG and CpH (CHH and CHG) was performed based on context annotations extracted from Bismark.

Detection of differentially methylated cytosines was performed using methylKit 1.5.2^91^. Briefly, methylation levels were extracted from sorted Binary Alignment Map files using the function *processBismarkAln*. Data were filtered for cytosines with a minimum coverage of ten reads and maximum coverage of 99.9% percentile using the function *filterByCoverage*. Using the function *unite*, cytosines were selected that were sufficiently covered in at least three samples per group. Differentially methylated cytosines were identified using the *methDiff* function with default settings applying the chi-squared test, multiple testing correction using the SLIM method, a significance threshold of *q* < 0.001, and a threshold for absolute DNA methylation differences larger than 25%. Detection of differentially methylated cytosines was performed separately for CpGs and CpHs.

Differentially methylated regions were calculated using the R package DSS v.2.38.0 using Wald test for beta-binomial distributions with the function callDMR, an adjusted *p*-value threshold of 0.05, a minimum of 3 CpGs, and an absolute methylation difference threshold of 25%.

Differentially methylated cytosines were annotated to the gene with the nearest transcription start site using data tables downloaded from Ensembl BioMart (as of 01.05.2019.)^92^. Genes with at least four annotated differentially methylated cytosines were considered differentially methylated genes. Gene names used in this study are Ensembl gene names. Corresponding Entrez identifiers were retrieved from the Bioconductor package AnnotationDbi^93^ using Ensembl gene identifiers as keys. Mapping of mouse genes to homologous human genes was performed using data tables downloaded from Ensembl BioMart (as of 01.052019.)^92^. Images depicting the relative position of DNA methylation loci within a gene were downloaded from the UCSC genome browser (NCBI Refseq track) and are not scaled.

#### Genomic feature annotation

Genomic coordinates of CpG islands, exons, and introns were downloaded from the mouse genome (mm10) track of the UCSC genome browser^94^. CpG island shores were defined as 2 kb upstream and downstream of a CpG island. Promoter regions were determined as ±1 kb from the transcription start sites of all known transcripts. Genomic coordinates for enhancers in the mouse genome (mm10) were downloaded from the Ensembl Regulatory Build track of the UCSC genome browser^95^. Superenhancer regions are from the adult mouse cortex and were retrieved from dbSUPER^96^. Overlaps of cytosines with genomic regions or other cytosines were performed using the functions *subsetByOverlaps* or *findOverlaps* of the R package Genomic Ranges 3.7^97^. Genomic feature enrichment was analyzed using count tables of feature coverage of differentially methylated cytosines and all cytosines covered by RRBS (background). Odds ratios and *p*-values of feature enrichment were calculated using a logistic regression model and the function *glm* in R. Odds ratios are the exponential coefficients of the model. *P*-values were adjusted using false discovery rate (FDR).

#### Transcription factor binding analysis

The number of differentially methylated cytosines that overlap with position weight matrices of transcription factor binding motifs was determined using the *Biostrings* package with a minimum match score of 90%. Transcription factor motifs were retrieved from motifDb^98^. Motif enrichment for each transcription factor was tested by applying hypergeometric tests using the function *phyper*(*q*−1, *m*, *n*, *k*, *lower.tail* = *FALSE)* with *q* = number of differentially methylated cytosines overlapping with the motif, *m* = number of background cytosines overlapping with the motif, *n* = number of background cytosines not overlapping with the motif and *k* = total number of differentially methylated cytosines. Multiple testing correction of *p*-values was performed using the FDR method. Mecp2 motifs were retrieved using the package *BSgenome*.

For confirmation of Mecp2 binding sites, Mecp2 ChIP-Seq data were downloaded from GEO (GSE67293) and overlapped with dmCpGs using Genomic Ranges 3.7. A hypergeometric test for the enrichment analysis was performed as described for the motif analysis.

#### Functional gene enrichment analyses

Enrichment for GO cellular components was analyzed using the online tool GREAT^99^ with positions of differentially methylated CpGs as query list and all covered CpGs as the background list. Pathway analysis was performed using the R package ReactomePA^100^ with a minimum of 5 and a maximum of 300 genes per pathway. Enrichment for genes involved in synaptic processes was performed using the SynGO online tool (https://www.syngoportal.org/) with default settings. Enrichment analyses were performed with differentially methylated genes as query lists and all genes covered by RRBS as background lists. GO terms, pathways, and SynGO terms were considered “enriched” at a significance threshold of adjusted *p* < 0.05.

Gene set enrichment was analyzed by performing hypergeometric tests using the function *phyper(q−1, m, n, k, lower.tail* *=* *FALSE)* in *R* with *q* = number of differentially methylated genes overlapping with the gene set, *m* = number of background genes overlapping with the gene set, *n* = number of background genes not overlapping with the gene set and *k* = total number of differentially methylated genes. Genes involved in adult hippocampal neurogenesis were downloaded from MANGO v3.2^14^. The gene list was filtered for genes with a reported positive or negative effect on neurogenesis after protein manipulation or gene manipulation (in total 283 genes). Genes or cytosines with known aging-induced DNA methylation changes were extracted from^67,101,102^ for peripheral tissues and from^36,53^ for the hippocampus.

Overlap of sets of differentially methylated genes (Fig. 5a, Supplementary Fig. 10a) was analyzed using hypergeometric tests applying the function *phyper* (*q*−1, *m, n*, *k*, *lower.tail* = *FALSE)* in R with *q* = number of genes that overlap between both gene sets, *m* = number of genes in the gene set 1, *n* = number of background genes minus m and *k* = number of genes in the gene set 2. The significance of pathway overlap (Supplementary Fig. 3c) was calculated using a hypergeometric test with Reactome pathways presented in Supplementary Data 2 and 4 and considering a total number of 1653 annotated mouse Reactome pathways (as of 01.10.2020).

The enrichment map was generated according to Merico et al.^57^ using genes that contain at least four differentially methylated cytosines (dmCpGs or dmCpHs). GO biological process, GO cellular component, Reactome, and Wikipathways enrichment analyses were performed in g:Profiler (https://biit.cs.ut.ee/gprofiler) using gene ensembl identifiers. The results from SynGO and MANGO enrichment analysis were integrated into the .gmt file downloaded from g:Profiler. The network was generated using the app Enrichment Map 3.2.0 in Cytoscape 3.7.1 using a *q*-value threshold (FDR) of 0.05. Clusters were manually annotated. Groups with fewer than six connected terms were not drawn. The STRING protein interaction network was generated inside cytoscape 3.7.1 using human ensembl identifiers with the plugin STRING (protein query) at a confidence score cutoff of 0.5 with automated enrichment analysis.

### Analysis of adult hippocampal neurogenesis

Mice were anesthetized with 100 mg/kg ketamine (WDT) and 10 mg/kg xylazin (Serumwerk Bernburg AG) and transcardially perfused with 0.9% sodium chloride. Brains were removed from the skull and one hemisphere fixed in 4% paraformaldehyde prepared in phosphate buffer (pH 7.4) overnight at 4 °C. Brains were incubated in 30% sucrose in phosphate buffer for 2 days and cut into 40 μm coronal sections using a dry-ice-cooled copper block on a sliding microtome (Leica, SM2000R). Sections were stored at 4 °C in cryoprotectant solution (25% ethyleneglycol, 25% glycerol in 0.1 M phosphate buffer, pH 7.4).

For immunofluorescent stainings, sections were washed and unspecific binding sites were blocked in phosphate-buffered saline supplemented with 10% donkey serum (Jackson Immuno Research Labs) and 0.2% Triton X-100 (Carl Roth) for 1 h at room temperature. Primary antibodies were applied overnight at 4 °C as follows: polyclonal goat anti-doublecortin (1:250; Santa Cruz, sc-8067), polyclonal rat anit-Ki67 (1:500; eBioscience, 14-5698-82), polyclonal goat anti-Sox2 (1:500; Santa Cruz, sc-17320). The secondary antibodies Cy3 Donkey Anti-Goat IgG and Alexa Fluor 488 Donkey Anti-Rat IgG (both 1:1000; Jackson ImmunoResearch) were incubated for 2 h at room temperature. Antibodies were diluted in phosphate-buffered saline supplemented with 3% donkey serum and 0.2% Triton X-100. Nuclei were labeled with 4′,6-diamidino-2-phenylindole (DAPI; 1:4000; Jackson Immuno Research Labs). Sections were mounted onto glass slides and cover-slipped using Aquamount (Polysciences Inc.). Stainings were imaged using a Zeiss Apotome equipped with an AxioCam MRm camera and the software AxioVision 4.8 (Zeiss). Cells were quantified on every sixth section along the rostro-caudal axis of the dentate gyrus.

### Statistics

The statistical tests used are reported in the specific results or methods section. All *t*-tests were two-sided and performed using GraphPad Prism 6.0. When performing multiple comparisons, *p*-values were adjusted using FDR corrections. All measurements were taken from distinct samples. All presented summary graphs show means ± standard errors of the mean.

### Reporting summary

A reporting summary for this article is available as a Supplementary Information file.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting summary

## Data Availability

Sequencing data were deposited at GEO (“GSE138368”). Figures 1, 2, 4, and 5 contain associated raw data. Other raw data supporting the findings of this study can be found in the Source Data, Supplementary Data, or in the Figures throughout the manuscript, or from the corresponding author upon reasonable request. Source data and Supplementary Data are provided with this manuscript.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

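Dentate gyrus DNA of 8 young STD, 8 aged STD and 8 aged ENR mice was profiled by RRBS. The authors trimmed the reads with Trim Galore 0.4.4 and Cutadapt 1.8.1, cut a further 2 bp from reads with a detected adapter, mapped them to mm10 with Bismark 0.19.0, and with methylKit 1.5.2 kept CpGs with at least 10 reads and at most the 99.9th percentile of coverage in a mouse and with a value in at least 3 mice of each group. The authors deposited the result as the methylation percent of each CpG in each mouse. The strands were kept separate and mice were not pooled. The exact number of reads behind each percentage is unknown, and no confidence intervals were computed for single values. A percentage between 0 and 100 can imply more than the minimum of 10 reads. Such bounds were not worked out, so values at low and high depth were not told apart. The table was checked to hold 694379 CpGs, of which 694363 lie at a CG of the GRCm38 reference on the strand given, with no position listed more than once. Every column was matched to a sample by its group and number.

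From these percentages, group means per CpG were computed over the mice with a value, for CpGs with at least 3 such mice in each group. The size criterion of the paper, a difference over 25 points, was applied to these unweighted means without a read-level test. A CpG was called counteracted when its aging difference (aged STD minus young STD) and its ENR difference (aged ENR minus aged STD) both exceeded 25 points and had opposite signs. As a test with mice as replicates, a group-means model of the percentages was fitted with limma 3.58.1 in R 4.3.3, all 3 groups in one fit, with moderated variances and Benjamini-Hochberg adjustment (adjusted p under 0.05 and a difference over 25 points). The spread between mice was exactly 0 at 32.0% of the CpGs. Single values per mouse were compared by exact two-sided permutation tests of the difference of means, with 12870 relabelings for 8 against 8 mice. Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Sequences were read with samtools 1.23.1.

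Results counted over many CpGs were set against relabelings of the mice. Of the splits of the 16 mice compared, 100 were drawn that part all 8 pairs of same-numbered mice, as the real labels do, and 100 of any kind (50 of each for limma). Because the table keeps only CpGs with 3 mice in each real group, other splits lose CpGs, so the counts were repeated over CpGs with a value in at least 11 of the 16 mice, which every split keeps. This restriction was added after the first relabelings had been seen. A share was taken as moved when it changed by more than its SD over the relabelings. For the held-out recovery, the limit was its SD over the 70 divisions of the aged STD mice. To separate the aging and the ENR difference, the aged STD mice were also divided into separate sets of 4 in all 70 ways. Age-related CpGs of the lifelong experiment were taken from Supplementary Data 3 as far as they were at hand, 1999 on chromosome 1, and gave a score per mouse, the mean deviation from the mean of all mice with a value, signed by the aging difference of the lifelong experiment. Genes and features came from GENCODE M21 (Ensembl 96), with the nearest start site of any transcript, at least 4 cytosines per gene and promoters within 1 kb. The CpGs and genes named were chosen by a rule set in advance. They were the 3 CpGs whose coordinates the paper gives, the 3 counteracted CpGs with a value in all 24 mice and the largest sum of both differences, the genes Tiam1, Tshz2 and Cux2, and the 5 genes with the most counteracted cytosines among those of Supplementary Data 6.

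The scripts were tested on simulated data, in which the values of each CpG were shuffled among its mice and 2000 CpGs were given a difference of 50 points that ENR reversed. The size criterion called 2000 of the 2000 changed CpGs, and limma called 1996 for aging and 1998 for ENR. Among the 692379 unchanged CpGs, limma called 167 for aging and 163 for ENR, the counteracted share was 39.6%, and the held-out recovery was 0.0339 points, against 49.9 points at the changed CpGs. The simulated mice differed less from each other at the changed CpGs than real mice do. CpGs drawn at random gave an 8.08-fold gene overlap.

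Labels share the replicate numbers 1 to 8 across the groups, which are different animals. The pairing was checked by the correlation of deviations from the group means over CpGs with a value in all mice, which was −0.00387 for same-numbered mice of different groups. The alternatives were other minimum numbers of mice, other thresholds, autosomes, medians, a log2 scale, a replicate block, other gene rules and leaving out each mouse in turn. CpHs, CpG islands, enhancers and the SynGO and MANGO lists were not analysed here. Some results set out in advance are not reported here.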

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

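Among 31 groups of mice in which a single mouse could stand apart, 7 had a mouse whose gap to the nearest other mouse exceeded the critical share of the range, where chance gives about 1 in 20. All tests below were chosen only after the result was seen, except that at CpGs with at least 95% methylation in every other mouse.

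In 3 of these 7 cases the mouse was aged STD replicate 5. Its mean methylation over all its covered CpGs was 23.6%, against a median of 38.9% in the aged STD group, and 42.4% over the CpGs with a value in all 24 mice, below the 45.0% of the next lowest of the other 23 mice. Its score along the aging direction of the lifelong experiment was 11.8 points at the age-related CpGs of chromosome 1. The choice of covered CpGs does not account for all of this, since the mean stayed low at 42.4% over shared CpGs. Nor does a small number of covered CpGs, since 3 other mice had fewer. At the 103 CpGs with at least 95% methylation in all 23 other mice, its mean was 97.5%, but so few CpGs decide little. Each of the other mice, at its own set of CpGs with such values in the remaining mice without aged STD replicate 5, had a mean of 97.2% to 99.2%. In a wider comparison, every mouse was measured at its own set of CpGs, chosen by their mean over the 23 mice other than itself. Where that mean was at least 99%, aged STD replicate 5 was at 95.7% (7525 CpGs), and the other mice, each at its own set, were at 96.5% to 97.3%. Where it was between 25 and 75%, this mouse was at 36.3% and the others at 45.3% to 56.0%, and where it was under 5%, this mouse was at 1.68% and the others at 1.55% to 1.96%. Its library did cover highly methylated CpGs less often. The share of CpGs covered among those with at least 90% methylation in the other mice was 0.528 times that among those under 10%, against 0.947 to 1.25 in the other mice, each set against the 23 mice other than itself. A candidate explanation is that this library holds fewer reads from methylated DNA, both in coverage and within covered CpGs, and its low methylation cannot be told apart from that. A lower methylation of the tissue of this mouse would lower the values as well, but the design gives no condition that sets it apart from the other aged STD mice, so no biological explanation was tested.

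Aged STD replicate 6 had the lowest share of values at exactly 0 or 100% over the shared CpGs in its group, 37.7% against a median of 60.2%. It also had the largest number of covered CpGs of its group, 590856. Across the 24 mice, the share of such values fell with the number of covered CpGs (Pearson r = −0.907, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman rho = −0.767, permutation p = 3e-05; r = −0.837 without the 2 mice farthest from the median number of covered CpGs; 1 relation computed). Fewer DNA molecules behind each value in the mice with fewer covered CpGs could give this relation. The read depth behind each value is unknown, so the relation does not point to molecules rather than reads. No biological explanation was tested.

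The other 3 cases were single CpGs. At the Tiam1 CpG, young STD replicate 3 was at 56% and the 4 other young STD mice with a value at 100%. At the Tshz2 CpG, young STD replicate 5 was at 42.9% and the 3 others at 0%. At the CpG at 184543944 of chromosome 1, young STD replicate 8 was at 51.0%. The exact depth behind these values is unknown, and neither a technical nor a biological explanation was tested for them.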

How the results depend on the processing

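The alternatives were set before the data were examined, except that the restriction of the Cux2 site to the mice of the Fig. 5m source data, the comparison of shares over the CpGs of the separate sets of aged STD mice and, for all results but the Cux2 site, leaving out each mouse in turn were chosen after seeing the data. Apart from leaving out mice, from the restriction to the mice of Fig. 5m and from other settings chosen after seeing the data, a result was compared with an alternative 56 times. It kept its direction and side of the threshold, or stayed within the limits used, 27 times. A value or count moved 21 times. A result lost its side of the threshold 4 times and gained it 2 times, and a direction reversed 2 times. The ENR calls of limma on the log2 scale are among the 27, although the share higher in aged ENR mice moved, as given below. Those with the replicate block count as moved and not as reversed, although most were then higher and no longer lower.

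The minimum number of mice moved the counts most. With at least 5 mice per group, 11505 CpGs had an aging and 10536 an ENR difference over 25 points, and 31.8% of the former were counteracted. With all 8 mice of each group, these values were 100, 88 and 22.0%. With differences over 10 points, they were 201716, 193540 and 50.7%. Medians of the mice gave a counteracted share of 46.3%, and autosomes alone changed none of the 3 values beyond the limits used. With separate sets of 4 aged STD mice, which left a mean of 169297 CpGs to test, the share was 10.6%. Over the same CpGs, it was 46.1% with the same 4 mice in both differences and 27.5% with all 8 mice in both. At equal CpGs and numbers of mice, the share thus depended on whether the aged STD mice were shared. The held-out recovery moved from −0.189 to −0.983 points with a value in all mice. The cause of the other changes was not tested.

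With limma, at least 5 mice per group left 0 CpGs for aging and 0 for ENR, with 5787 and 4793 CpGs at an unadjusted p under 0.05. An adjusted p under 0.001 left 4 and 8, and a fit of only the 2 groups compared gave 84 and 62. The log2 scale gave 31 and 45, and no minimum difference gave 34 and 31. The share of CpGs higher in aged STD than in young STD mice was 17 of 33, and it moved by over 10 percentage points in the fit of 2 groups, to 30 of 84, and at an adjusted p under 0.001, to 1 of 4. The share higher in aged ENR than in aged STD mice was 6 of 30, and it moved by over 10 percentage points with the log2 scale, to 18 of 45, and in the fit of 2 groups, to 22 of 62. With the replicate block, limma gave 189 CpGs for aging and 154 for ENR over the 410068 CpGs where it could be fitted, of which 86 were higher in aged STD than in young STD mice and 85 higher in aged ENR than in aged STD mice, so that most ENR calls were then higher and no longer lower. The paired differences by replicate number gave p = 0.328 and p = 0.789 for global methylation (exact sign-flip permutation over 8 pairs, differences −0.585 and −0.198 points), and p = 0.117 and p = 0.57 at the age-related CpGs (differences 3.08 and 1.03 points). The same-numbered mice are different animals, and the correlation of their deviations was −0.00387.

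At the age-related CpGs of the lifelong experiment, the aging difference of 3.08 points passed the threshold over the 8 CpGs with a value in all 24 mice (11.7 points, exact permutation p = 0.032) and over CpGs that lost methylation (4.13 points, exact permutation p = 0.0471). The ENR difference there reversed from 1.03 to −6.57 points with all 24 mice. The ENR difference at the Cux2 site weakened from 59.6 to 24.4 points in the mean over CpGs within 50 bp, and the aging difference passed the threshold at −60.7 points over the mice of the Fig. 5m source data. The cause was not tested. Genes with at least 2 counteracted cytosines gave 449 shared genes in place of 246. Over CpGs with a value in all 24 mice, which hold only 22 counteracted CpGs, the odds ratios at promoters, exons and introns, 0.251, 0.384 and 2.08, no longer passed the threshold, and that of intergenic regions reversed to 0.767.

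Leaving out each mouse in turn gave 55701 to 62186 CpGs for aging, 50073 to 57198 for ENR and a counteracted share from 35.7% to 42.4%. The global difference ranged from −0.763 to −0.0952 points for aging and from −0.688 to −0.0206 points for ENR. The score difference at the age-related CpGs ranged from 1.52 to 3.51 points for aging and from 0.597 to 2.59 points for ENR. At the Cux2 site, the aging difference ranged from −60.7 to −35.7 points and the ENR difference from 54.4 to 72.7 points. The ENR results for global methylation and for the age-related score depended on aged STD replicate 5, without which both passed the threshold, at −0.688 points (exact permutation p = 0.014) and 2.59 points (exact permutation p = 0.00109). Without this mouse, 51.5% of the CpGs with an aging difference had lost methylation, against 54.7% with it.

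The alternatives for the share of CpHs, which were other minimum numbers of mice, 10 points, autosomes, medians and separate sets of aged STD mice, were not run. The unknown depth limits every value at a single CpG, and the number of mice with a value limits the counts.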

Differences from the paper's values

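The hypergeometric p of the gene overlap was 6.43e-196 here against the paper's 2.2e-186. The alternatives set before the data were examined gave 5.04e-226 with at least 2 cytosines per gene, 2.15e-176 with start sites within 100 kb and 4.96e-174 with genes of at least 4 tested cytosines as background, and none of them closed the gap. The number of shared genes was 246 against about 230 in Fig. 5a, read by eye, and was 227 with start sites within 100 kb. These comparisons are not like for like. The diagram of Fig. 5a took the direction of the methylation change into account, and the paper called genes from CpGs and CpHs. Here, the overlap ignored direction and used CpGs only.

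The paper states that methylation at the Tshz2 locus falls with aging and rises with ENR. It shows this by RRBS in the lifelong experiment (Fig. 5h) and by targeted bisulfite sequencing (Fig. 5i). Fig. 5h thus holds other mice than the experiment with 3 months of ENR analysed here. In the RRBS values of this experiment, the same CpG, read on the minus strand at 169826489 of chromosome 2, was at 10.7 ± 21.4% (SD, n = 4) in young STD, 40.1 ± 43.1% (SD, n = 4) in aged STD and 0% in all 3 aged ENR mice with a value. Neither the aging difference of 29.4 points (exact permutation test, p = 0.371) nor the ENR difference of −40.1 points (exact permutation test, p = 0.257) was larger than the spread between mice. The legend of Fig. 5 states that the points of panel m are all mice in which the CpG was covered, while young STD replicate 4, at 0%, has a value at the Cux2 CpG here and is absent from the paper's source data.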

Other observations

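The relabelings over CpGs that every split keeps, those over CpGs with a value in all 24 mice, those by splits of any kind, the relation of exact values with covered CpGs, the comparison of shares over the CpGs of the separate sets, that of aged ENR with young STD mice and those of coverage ratios were chosen only after a related result was seen, and for the counts, the share, the separate sets of aged STD mice, the held-out recovery and the aging calls of limma, what each test would show was written down only after a first result.

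The counteracted share of 38.1% may come in large part from the aged STD mice entering both differences, since a chance high or low mean of these mice moves both in opposite directions. For the lifelong experiment, the paper used separate subsets of aged STD mice for the aging and the ENR changes and still found significant overlaps. It also reports an overlap for differentially methylated regions there. Those are other mice than the ones analysed here. Of 100 splits of the aged mice that part the same-numbered pairs, the real one included, 5 gave a share as large, as did 8 of 100 splits of any kind. Over the CpGs that every split keeps, 11 of 100 splits that part the pairs and 10 of 100 of any kind did, and over the CpGs with a value in all 24 mice, 35 of 100 and 35 of 100. At the unchanged CpGs of the simulated data, the share was 39.6%. With separate sets of aged STD mice, the counteracted share minus the same-direction share was −0.0414 percentage points on average, and the counteracted share was the larger in 40 of 70 divisions. Over the same CpGs and with as many mice, it was 46.1% when the same 4 aged STD mice entered both differences and 10.6% when separate mice did. The recovery at held-out mice was computed from 6 of the 70 divisions in each split. It was −0.0651 points under the real labels, and 62 of 100 splits gave at least as much. Over all 70 divisions under the real labels, the recovery was above 0 in 20. The aging difference in the held-out aged STD mice was not computed, so the recovery does not show how much there was to reverse. The real share was above the median of the relabelings, 34.5%, so a counteracting effect at a minority of CpGs is not excluded.

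The counts of CpGs with a difference over 25 points gave different answers over different CpGs. As a percentage of the CpGs each split could test, only 1 of 100 splits, the real one, reached the real value for aging, also among splits of any kind (1 of 100), and the same held for ENR (1 of 100, and 1 of 100 among splits of any kind). Over the CpGs that every split keeps, 16 of 100 splits that part the same-numbered pairs reached it for aging and 15 of 100 for ENR, against 9 of 100 and 16 of 100 splits of any kind. Over the CpGs with a value in all 24 mice, 21 of 100 splits that part the pairs reached it for aging and 60 of 100 for ENR, against 6 of 100 and 67 of 100 splits of any kind. The excess over all tested CpGs could come from the filter on mice per real group, which other splits do not benefit from, or from a true effect at CpGs with few mice, and these counts do not separate them. With limma, 25 of 50 splits gave at least 33 CpGs for aging (21 of 50 among splits of any kind) and 11 of 50 at least 30 CpGs for ENR (6 of 50 among splits of any kind).

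The gene overlap may rest in part on which genes hold CpGs that vary between mice. Random CpG sets shared a median of 142 genes, and none of the 1000 sets reached the 246 observed, so the number of tested CpGs per gene does not account for all of it. Under relabeled aged mice, 1 of 100 splits, the real one, shared as many genes, while 94 of 100 had as large a fold over the expectation, and over the CpGs that every split keeps, 30 of 100 shared as many. The first of these comparisons carries the filter on the real groups, and a true overlap cannot be told apart from it. The odds ratio at promoters had a median of 0.298 in the relabelings, further from 1 than the real 0.332.

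The values may rest on few DNA molecules. At 1174 CpGs with a value in all mice and a mean between 25 and 75%, the variance between mice of a group was 2.67 times the largest that 10 independent reads would give, and the share of values at exactly 0 or 100% fell with the number of covered CpGs (r = −0.907). Differences between the mice themselves would also widen the spread, and a lower read depth could also raise the share of exact values. The values here cannot separate these sources. Under this hypothesis, a test that counts reads as independent would find more CpGs than one that counts mice.

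Aged ENR mice differed from young STD mice in global CpG methylation over the shared CpGs, by −0.783 points (exact two-sided permutation test, p = 0.0073), while aged STD mice differed by −0.585 points (p = 0.373 by the same exact permutation test). At the age-related CpGs of the lifelong experiment, their score was 4.10 points further in the aging direction than that of young STD mice (exact permutation test, p = 0.000466). These 2 comparisons were not adjusted for each other. The ratio of coverage at highly to lowly methylated CpGs also differed, by −0.0994 (exact two-sided permutation test, p = 0.000155), and was 0.947 to 1.02 in the aged ENR mice and 1.03 to 1.15 in the young STD mice, without overlap. Fewer reads from methylated DNA in the aged ENR libraries could therefore lower their methylation, and an effect of age or housing cannot be told apart from that. Against all 8 aged STD mice, the ratio of aged ENR mice differed by −0.0274 (exact two-sided permutation test, p = 0.808), but this rests on aged STD replicate 5. Without that mouse, the difference was −0.0971 (exact two-sided permutation test, p = 0.000155) and the groups did not overlap, so the same limit applies to aged ENR against aged STD mice.

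The RRBS values of this experiment at the Tiam1 CpG of Fig. 5, read on the minus strand at 89896499 of chromosome 16 in an intron of Tiam1 (plus-strand sequence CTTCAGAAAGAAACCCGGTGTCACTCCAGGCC), were 91.2 ± 19.7% (SD, n = 5) in young STD, 70.0 ± 44.7% (SD, n = 5) in aged STD and 100% in all 3 aged ENR mice with a value (exact permutation tests, p = 0.444 for aging and p = 0.464 for ENR). Of the 22 counteracted CpGs with a value in all 24 mice, the largest sum of both differences was at 103895988 of chromosome 12, in an exon of B430119L08Rik and an intron of Serpina1c. It was at 22.7 ± 25.1% (SD, n = 8) in young STD, 69.9 ± 39.3% (SD, n = 8) in aged STD and 34.9 ± 19.6% (SD, n = 8) in aged ENR mice (exact permutation tests, p = 0.0166 for aging and p = 0.0444 for ENR, not adjusted for the choice of the CpG). The next were the intergenic CpG at 69993467 of chromosome 7 (aging 45.2 points, exact permutation p = 0.0131, and ENR −28.4 points, exact permutation p = 0.132) and the CpG at 184543944 of chromosome 1 in an intron of 1700112H15Rik (aging −40.0 points, exact permutation p = 0.0434, and ENR 30.8 points, exact permutation p = 0.11). At these other CpGs the ENR difference was within the spread between mice.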
